# Transient cell states encode positional information to direct asymmetric growth

**DOI:** 10.64898/2026.05.21.726925

**Published:** 2026-05-22

**Authors:** Travis A. Lee, Kamonkan Gamnerdsiri, Natanella Illouz-Eliaz, Tatsuya Nobori, Joseph R. Nery, Bruce Jow, Michelle Liem, Caz O’Connor, Joseph R. Ecker

## Abstract

How tissues generate asymmetric growth from spatially and temporally restricted signals remains a fundamental challenge in developmental biology. We show that transient cell states encode positional information that instructs asymmetric growth in plants. Using spatial single-cell transcriptomics and multi-omics, we uncover a surprisingly complex landscape of transient cell states in the apical hook, including a previously unrecognized population in the apical hypocotyl region that integrates developmental and hormonal cues and bifurcates into opposing growth trajectories. Gene regulatory network analysis and functional perturbation establish GATA TRANSCRIPTION FACTOR 2 (GATA2) as a central regulator that promotes cell elongation through gibberellin signaling. These results reveal that diverse, spatially localized transient cell states function as regulatory hubs that convert positional information into divergent growth programs, providing a unifying framework for how dynamic cellular states shape organ morphology.

In plants and animals, the formation of organs and tissues requires precise morphometric changes in both developmental time and space^1^. Yet, the precise timing and location of the molecular mechanisms that underlie diverse tissue shapes remain incompletely understood due to the transient regulation of symmetry-breaking events^2,3^. To achieve diverse morphologies, organisms utilize a range of growth strategies, including anisotropic and differential growth, to drive directional growth conflicts that lead to local tissue deformation^4^. While much is understood regarding the role of directional auxin flow to generate local auxin maxima to drive localized growth^5^, our understanding of the precise location and activity of genes and regulatory networks involved in differential growth remains incomplete due to compounding factors that drive cell neighborhood complexity, including transient^6^ and concentration-dependent^7^ hormonal regulation.

One of the hallmark phenotypes of dark-grown (etiolated) dicot seedlings, the transient U-shaped hypocotyl apical hook structure, is necessary for survival as seedlings emerge from the environment following germination^8^, and is regulated by asymmetric auxin and ethylene activity within cells along the concave-convex axis^9^. To initiate and maintain the apical hook, concentrically arranged hypocotyl cell types transiently undergo differential growth, which results in asymmetric cell elongation along the curvature of the apical hook^10–13^. While analysis of mutants has led to mechanistic understanding of the apical hook [reviewed by Wang et al.^14^], detailed high-resolution profiling of this transient structure, that is present for only the first 120 hours of growth^15^, remains incomplete due to the compact and complex regulation of individual cells and cell neighborhoods within the apical hook, that lie at the intersection of developmental maturation, and opposing auxin and ethylene hormonal gradients.

To address these knowledge gaps, we leveraged spatial and single-nucleus transcriptomics, as well as multi-omics, to investigate apical hook development and cell-level heterogeneity in time and space at single-cell resolution. We identified novel developmental regulatory patterns that underlie cell-level heterogeneity within the apical hook, and we focus on a population of cells immediately basal to the shoot meristem in the apical hypocotyl region (AHR), which integrates developmental and hormonal regulation to asymmetrically and divergently regulate elongation in cells of the apical hook. Gene regulatory network (GRN) analysis of these AHR cells reveals a mechanism in which their development bifurcates to regulate asymmetric elongation along the convex-concave axis. Further, we identify mechanistic regulators of apical hook development, including *GATA TRANSCRIPTION FACTOR 2* (*GATA2*), which functions as a molecular fulcrum to promote cell elongation asymmetrically within AHR cells.

## Cell types and states in the apical hook

To identify cells in the apical hook, we performed single-nucleus RNA sequencing (snRNA-seq) on whole etiolated seedlings over a time course of ethylene treatment (Fig. 1a,b). In parallel, We also performed snRNA-seq on dissected apical tissue of WT seedlings, in addition to whole seedlings of genetic mutants that specifically lack the apical hook structure (*hookless1*; *hls1* [*AT4G37580*]) and are insensitive to ethylene (*ethylene insensitive2-5*; *ein2-5* [*AT5G03280*]). Integration of these datasets revealed 24 clusters, many of which are annotated as discrete cell types based on the expression of canonical marker genes (Fig. 1c and Extended Data Fig. 1 and Supplementary Table 1).

As anticipated, we found that ethylene treatment induces transcriptional responses both broadly across cell types, but we also identified unique cell type-specific ethylene responses (Extended Data Fig. 2 and Supplementary Table 2 and 3), which is exemplified by our capture of ethylene-induced ectopic root hair production (clusters 15, 16, and 22; Extended Data Fig. 3)^16,17^. Importantly, we found that in the context of whole seedlings, nine clusters predominantly represent cells of the apical seedlings, providing single-cell-resolution molecular ground truth for cell-type-and state-specific expression within the apical hook.

## Transient states compose the apical hook

To investigate cell state diversity that drives asymmetric cell elongation within the apical hook, we re-clustered the cells that comprise the apical hook tissue, as defined by clusters that are enriched for the dissected apical hook tissue, and are underrepresented by *hls1* seedlings that specifically lack the apical hook structure (Fig. 1c and Extended Data Fig. 4), which expanded the nine initial clusters to 22 clusters (apical seedling, Fig. 1d). Consistent with anatomy of this tissue subset (Fig. 1e), we found that individual clusters represented cell types, cell states, and the combination therein, which may be attributed to the combinatorial activity of developmental and hormonal regulation of cells within the apical hook structure (Fig. 1d, Extended Data Fig. 4c,d, and Supplementary Table 4).

Examination of the spatial expression of markers within this dataset revealed that individual clusters broadly correspond to cell types, as well as to subpopulations or regions within individual cell types (Fig. 1g,h and Extended Data Fig. 4f). For example, we validated epidermal layer-specific markers (cluster 0) that are broadly expressed in epidermal cells of the hypocotyl and cotyledon (Fig. 1g). In contrast, we also verified markers with epidermis-specific expression that are instead restricted to defined regions of seedlings (Figs. 1f,h). These results are exemplified by the regional expression of *ETHYLENE INSENSITIVE ROOT 1* (*EIR1*; *AT5G57090*), *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/ HYDROLASE 7* (*XTH7*; *AT4G37800*) (cluster 13), and a Pectin lyase-like superfamily protein (*AT4G13210*), where expression of these markers is restricted to epidermal cell populations of the basal cotyledon, basal region of the apical hook, and the straightened hypocotyl, respectively (Fig. 1h). Collectively, these results highlight the cellular complexity within the apical hook and reinforce the observed transcriptional diversity within our focused apical hook single-nucleus dataset.

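Positions of single transcripts were analysed in 14 imaged regions of sections through 3-day-old etiolated seedlings. There were 2 regions of Col-0 (wild type) kept in air, 5 of Col-0 treated with ethylene and 7 of hls1 kept in air. MERFISH reads each transcript in place as a barcode over successive rounds of imaging. The authors decoded the barcodes on the instrument. The deposited tables hold the gene, the x and y position and the imaging plane (z) of each molecule, before any cell segmentation. The panel covered 958 genes, and 42 blank barcodes matching no gene took 0.179 to 0.266% of the molecules of a region. Depth varied widely. The Col-0 air regions held 242225 and 891407 panel molecules, the ethylene regions 25074 to 209067 with a median of 107009, and the hls1 regions 23203 to 618000 with a median of 227553. A level is given as CPM, the molecules of a gene scaled to the panel molecules of the region. In the shallowest region 1 molecule is worth 43.1 CPM. Groups were compared with limma on log2(CPM + 50) in 1 fit of all 14 regions, over the 819 genes with a mean of at least 50 CPM, with Benjamini-Hochberg adjustment. On this scale the change of a low gene is understated. By label, 1 of the Col-0 air regions lies in section 1 and 1 in section 2, the only section number that hls1 shares. Region numbers repeat between groups within a section number. Sections may thus be numbered within each group, and an equal number need not mean a shared section. The ethylene regions lie in section 1 (1 region) and section 2 (4), and the hls1 regions in section 2 (4) and in another hls1 experiment (3). The region labelled Col-0 ethylene 2 had 119.7 CPM of HLS1, below every hls1 region (378 to 3065 CPM), and was kept under its label. The labels do not tie regions to seedlings or give the hours of ethylene. Regions may share seedlings, so p-values over regions may be too small. Other MERFISH datasets of the study were not analysed here.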

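To ask which genes lie together, each region was divided into square bins of 25 µm, and bins with at least 10 panel molecules were kept. A bin is a small area of tissue, not a cell, and joins all imaging planes. Sharing of bins is the log2 of the pairs of molecules of 2 genes seen in the same bin over the pairs expected from the bin totals, so 0 is no tendency. Gene lists were taken from the clusters of the spatial multimodal dataset (up to 15 leading genes per cluster of Supplementary Table 5) and are named by cluster number, as in c4 for cluster 4. That dataset includes these samples, so the sharing of bins by listed genes is not independent evidence of a cell type. Means over the 7 Col-0 regions, air and ethylene together, were tested against 0 with a two-sided exact sign-flip test, adjusted over 175 pairs. For tests of CRF2, AT5G27120, BBM and HDG12, which were set apart, the p is not adjusted. Every pair with the same sign in all 7 regions has an adjusted p of 0.0375, the smallest value reached. To ask where genes lie along and across the hypocotyl, midlines of 12 hypocotyl pieces cut lengthwise were traced by hand on maps of all molecules. Of these, 7 are bent Col-0 pieces, 5 from the 2 air regions and 2 from 2 ethylene regions, turning by 115 to 176 degrees. The other 5 are straight hls1 pieces, 1 from each of 5 regions, turning by 3.27 to 9.80 degrees. Position is the percent of the traced length from the apex, and the bend is the middle of the turn. A concave value is the log2 of a gene's share of the molecules on the inner side over its share on the outer side, so a convex gene is negative. With 4 regions of bent pieces, the smallest p that an exact sign-flip test allows is 0.125.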

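GH9B8, an endoglucanase of glycosyl hydrolase family 9, and LACS2, a long-chain acyl-CoA synthetase of cutin formation, were both among the abundant genes of the panel. GH9B8 stood at 5704 ± 2724 CPM (SD, n = 2 regions) in Col-0 air and LACS2 at 3719 ± 513 CPM (n = 2). LACS2 shared bins with the cortex list c4 less than expected in 7 of 7 Col-0 regions, with a mean log2 of -0.74 ± 0.59 (adjusted p = 0.0375, exact sign-flip test). For GH9B8 with c4 the mean was -0.67 ± 0.45, below 0 in 6 of 7 regions, and did not pass the test (adjusted p = 0.058, exact sign-flip test). With the epidermis list c2 the mean was 0.11 ± 0.50 for GH9B8, itself a member left out of the list for this test, and 0.25 ± 0.34 for LACS2, and neither passed (adjusted p = 0.67 and 0.144, exact sign-flip test). Along the bent pieces LACS2 lay at 24.4% and GH9B8 at 36.1% of the traced length, as medians of 7 pieces. Cotyledons were not traced, and these p-values are too small if regions share seedlings.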

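EIR1, an auxin efflux carrier, lay basal of the bend in each of the 5 bent pieces with at least 5 of its molecules. The median of its positions was 75.2% of the traced length. XTH7, a xyloglucan-modifying enzyme, lay at 25.5% and was apical of the bend in 6 of 7 pieces, as were all panel molecules. AT4G13210 lay at 36.2%, apical of the bend in 4 of 7 pieces, basal in 2 and at the bend in 1. In bins, AT4G13210 lay with the epidermis list c2 (0.89 ± 0.29, n = 7 Col-0 regions), whereas XTH7 lay apart from it (-0.78 ± 0.49, n = 7) and from the cortex list c4 (-1.36 ± 0.44). EIR1 lay apart from c4 as well (-1.21 ± 0.48) and from the epidermis list c7 (-1.52 ± 0.89). Each of these 5 values had the same sign in 7 of 7 regions (adjusted p = 0.0375, exact sign-flip test, too small if regions share seedlings). In hls1, where AT4G13210 was sparse at 263 ± 83.1 CPM, it lay apart from c2, at -1.20 ± 0.59 (n = 7). Against Col-0 air the p was 0.0278 (two-sided exact permutation test), the smallest that 2 against 7 regions allow. That p is not adjusted and was picked from those computed for many pairs, so no conclusion is drawn from it. In 10 µm bins the mean of EIR1 with c4 turned to 0.00965 and that of XTH7 with c2 to 0.0111. EIR1 lay neither with nor apart from c2 in 25 µm bins (-0.08 ± 0.75, adjusted p = 0.868, exact sign-flip test), but with it in 10 µm bins (1.52, adjusted p = 0.0370, exact sign-flip test). Cotyledons were not traced, so EIR1 was not placed there. Its molecules in the hypocotyl pieces, 475 in those of Col-0 air, lie outside the basal cotyledon to which the paper restricts it.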

## Position encoded cell states

To quantitatively investigate cell states within the apical hook, we performed transcript-based cell segmentation of the 29 MERFISH datasets, followed by integration (Fig. 2a and Extended Data Figs. 5 and 6). 

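As a first view of how genes group in space, the 27722 bins of all 14 regions were clustered by k-means into 12 groups, without cell segmentation. For 10 of 16 lists, at least 2 members were among the 10 leading genes of 1 bin cluster. The count was 8 with 8 clusters. The clustering of bins has no replicate test, and a bin of 25 µm can hold parts of several cells.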

As expected, *de novo* clustering of the spatial single-cell datasets identified clusters that correspond to cell types (Fig. 2b and Extended Data Fig. 6b,c). Interestingly, *de novo* clustering of the spatial datasets also identified clusters that correspond to cell subpopulations, such as convex cortex cells of the apical hook (cluster 14, Fig. 2a–c and Extended Data Fig. 6). 

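ARF18, an auxin response factor, was 3026 ± 1110 CPM (SD, n = 2 regions) in Col-0 air and 860 ± 178 CPM (n = 5) with ethylene. The log2 fold change was -1.73 (standard error 0.36, adjusted p = 0.00322 from limma). ARF18 was also low in hls1 kept in air, without ethylene, at 719 ± 182 CPM (n = 7). Both comparisons rest on the same 2 Col-0 air regions, so the low level is not particular to ethylene. GH3.3, an auxin-induced amido synthetase, also fell with ethylene, by 2.78 on the log2 scale (adjusted p = 0.0178 from limma). These were 2 of the 4 auxin genes on the panel that were tested, and 3 of them fell when adjusted over the list alone. Across the bend, ARF18 had the larger share on the convex side in 5 of 7 Col-0 pieces. Its mean over regions was -0.80 ± 1.47 (n = 4), not larger than the spread (exact sign-flip test, p = 0.5). Regions can share a seedling, and p-values over them are then too small. Most ethylene regions kept fewer bins than either Col-0 air region, so a fall may also reflect which tissue was imaged. This was not tested.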

Examination of markers of the convex cortex cluster revealed genes regulated by both auxin and ethylene that are concordantly spatially enriched within convex cortex cells (Fig. 2d). Of note, *AT1G72290*, a member of the small Kunitz family trypsin and protease inhibitor proteins, is known to be induced by ethylene and accumulates specifically within the convex region of the apical hook of Arabidopsis seedlings^18^, which further validates the spatial segmentation, integration, and analysis of our MERFISH datasets (Fig. 2d and Extended Data Fig. 6).

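AT1G72290 had more of its molecules on the convex side in 7 of 7 bent pieces, with values from -3.45 to -0.79 and a median of -1.58. Averaged within regions, the log2 of its concave over convex share was -1.66 ± 0.34 (SD, n = 4 regions), several times the spread. The exact sign-flip test gave p = 0.125. In all, 475 of its molecules lay on the convex and 234 on the concave side. Its level was 3656 ± 2829 CPM (n = 5) with ethylene and 1003 ± 415 CPM (n = 2) in Col-0 air, a difference that did not pass the test (log2 1.53, standard error 0.60, adjusted p = 0.0866 from limma). In bins it lay neither with nor apart from the cortex list c4 (-0.14 ± 0.42, n = 7, adjusted p = 0.516, exact sign-flip test). Both tests treat regions as separate seedlings, which they may not be, so the p-values may be too small.

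**Figure D1:**
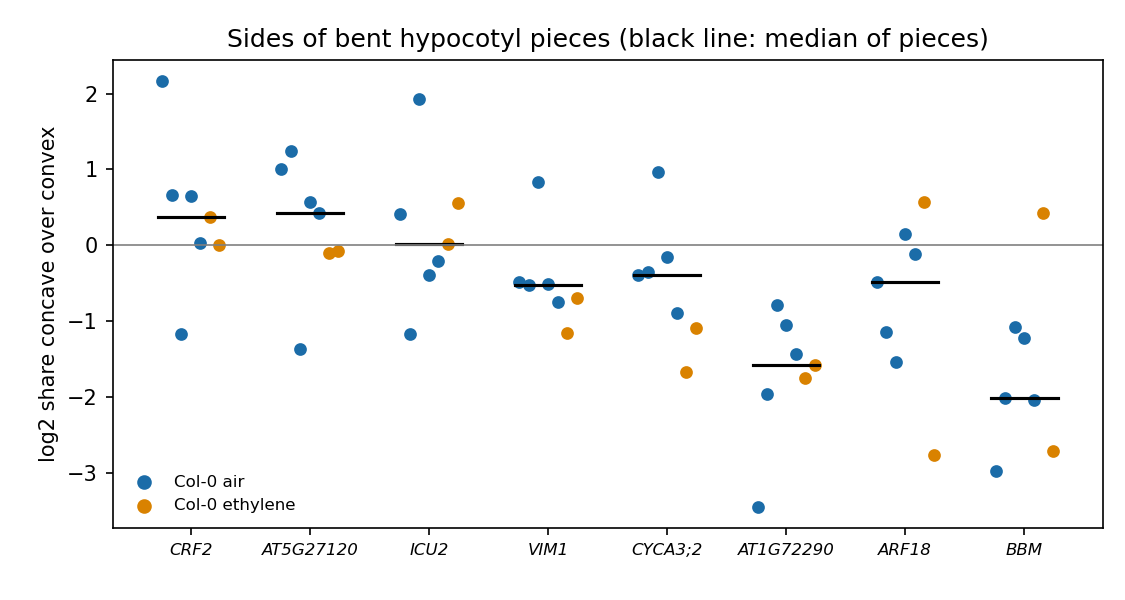
Log2 of the share of a gene's molecules on the concave over that on the convex side, for 8 genes in 7 bent hypocotyl pieces. Each point is a piece, coloured by Col-0 air or Col-0 ethylene, and the black line is the median of pieces. All points of AT1G72290 lie below 0, and those of CRF2 lie above 0 in 6 of 7 pieces.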

We next integrated our spatial single-cell MERFISH datasets with the droplet-based single-nucleus RNA and multiome (ATAC + RNA) datasets (Fig. 2e) to generate a spatial multimodal dataset (Fig. 2f). 

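Genes of 8 of 15 cluster lists shared bins with each other more than expected in Col-0. The strongest were the xylem list c19, with the cellulose synthases IRX3 and CESA4, at 2.19 ± 0.56 (SD, n = 7 regions), and the phloem companion cell list c24, with the sucrose transporter SUC2, at 1.52 ± 0.26. The dividing cell lists c18, at 1.17 ± 0.41, and c10, at 0.77 ± 0.30, and the endodermis list c5, at 0.63 ± 0.31, were also among the 8. Between lists, 12 of 120 pairs lay together and 41 apart. The xylem lists c16 and c19, which have 1 gene in common, lay together (1.15 ± 0.50). The epidermis list c2 lay apart from c24 (-1.70 ± 0.33) and from c5 (-1.49 ± 0.53). Each of these passed the test (adjusted p = 0.0375, exact sign-flip test, too small if regions share seedlings). Genes of c4, a cortex cluster that the paper ties to the convex side, did not share bins among themselves (-0.27, adjusted p = 0.08, exact sign-flip test) and were not apart from c10, the cluster tied to the concave side (-0.10 ± 0.22, adjusted p = 0.352). Those of the epidermis list c2 did not share bins among themselves either (0.04 ± 0.45, adjusted p = 0.868, exact sign-flip test). Across the bend, the c4 list had a concave value of 0.01 ± 0.54 (n = 4 regions, p = 0.875, exact sign-flip test) and the c10 list one of -0.22 ± 0.27 (p = 0.25).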

We found that this integrated dataset retains clusters that correspond both to cell types and cell states, including cell states that correspond to the convex and concave regions of the apical hook (Fig. 2g–i). Interestingly, we also identified and spatially validated clusters that correspond to other cell states and/or cell subtypes, as exemplified by adaxial epidermal cells and distal epidermal cells of cotyledons (Extended Data Fig. 7). 

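The 8 panel genes of the distal epidermis list c12 include REM1, UGT84A2 and LACS2, and the 15 of the adaxial epidermis list c15 include the flavonoid enzymes TT4 and FLS1. Genes of c12 shared bins with each other at 0.25 ± 0.44 (SD, n = 7 Col-0 regions) and those of c15 at 0.42 ± 0.84, and neither passed the test (adjusted p = 0.256 and 0.402, exact sign-flip test). The c15 genes lay apart from the general epidermis list c2 in 7 of 7 regions, at -0.97 ± 0.48 (adjusted p = 0.0375, exact sign-flip test). For c12 against c2 the mean was -0.67 ± 0.47 (adjusted p = 0.058, exact sign-flip test). Between c12 and c15, which have 6 genes in common, the mean was 0.32 and did not pass (adjusted p = 0.316, exact sign-flip test). These pooled means cover 2 unlike treatments: c15 with itself had 1.53 ± 0.66 in air (2 of 2 regions above 0) and -0.02 ± 0.28 with ethylene (1 of 5). Between c12 and c15 the means were 1.08 ± 0.69 and 0.02 ± 0.33, and treatments were not tested against each other. Seedlings may be shared between regions, which would make these p-values too small.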

From our spatial multi-modal dataset, we were able to comprehensively identify cell-type and cell-state marker genes (Supplementary Table 5), as well as their putative TF regulators inferred from clusterspecific accessible chromatin (Extended Data Fig. 7, Supplementary Table 6) and their corresponding spatial location within seedlings, which elucidated the regulators and genes involved in cell type and cell state specification.

Interestingly, we also identified several markers related to developmental progression and cell cycle regulation (Fig. 2d). 

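ICU2, the catalytic subunit of DNA polymerase alpha, VIM1, which maintains DNA methylation, and the A-type cyclin CYCA3;2 are genes of replicating cells. Each lay in bins of other genes of the dividing cell list c10 in 7 of 7 Col-0 regions, with means of 0.75 ± 0.29 for ICU2, 0.91 ± 0.29 for VIM1 and 0.84 ± 0.36 for CYCA3;2 (adjusted p = 0.0375, exact sign-flip test). All 3 are members of that list and were left out of it for their own test. None passed the test with the cortex list c4, where VIM1 had -0.16 ± 0.19 (adjusted p = 0.162, exact sign-flip test). Across the bend, ICU2 had a concave value of 0.17 ± 0.38 (n = 4 regions, p = 0.375, exact sign-flip test). VIM1 had the larger share on the convex side in 6 of 7 pieces, at -0.63 ± 0.45 (p = 0.125, exact sign-flip test), and CYCA3;2 in 6 of 7, at -0.81 ± 0.75 (p = 0.25). The number of independent seedlings behind these regions is unknown, so the p-values may be too small.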

Examination of the spatial expression of known early growth regulators, such as *BABY BOOM* (*BBM; AT5G17430*)^19^ and *HOMEODOMAIN GLABROUS 12* (*HDG12*; *AT1G17920*)^20^ revealed that transcripts of these genes are not uniformly distributed within cells along the curvature of the apical hook (Fig. 2j,k and Extended Data Fig. 8). Instead, we observed maximal *BBM* transcript detection within cells immediately before the apical hook midpoint, which is flanked by *HDG12* expression (Fig. 2k, bottom). This observation is consistent with the understanding that *BBM* and *HDG12* antagonistically function through shared target genes to regulate cell proliferation and/or regeneration potential^20^. Furthermore, *BBM* and *HDG* proteins, including *HDG12*, have been shown to physically interact^20^, which may explain their phased expression pattern and suggest transient, dynamic developmental regulation within cells as they migrate along the length of the apical hook. Furthermore, *HDG11* and *HDG12* are known to promote zygote asymmetric cell division and apical-basal pattern formation during embryonic development^21^, suggesting a conserved function of genes involved in asymmetric growth regulation across developmental contexts. Collectively, these results demonstrate that the spatial position of cells along the hypocotyl apical-basal axis encodes an additional layer of cell identity, in addition to cell type, including, but not limited to, targets within the BBM and HDG regulatory network.

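BBM, an AP2 family transcription factor, was a sparse transcript at 379 ± 106 CPM (SD, n = 2 regions) in Col-0 air, as was the homeodomain gene HDG12 at 479 ± 240 CPM (n = 2). BBM was clumped. Pairs of BBM molecules shared a bin with a mean log2 of 2.62 ± 1.05 over expectation, above 0 in 6 of 6 Col-0 regions with enough molecules (p = 0.0313, exact sign-flip test). For HDG12 the mean over 7 regions was -0.22 ± 1.58 (p = 0.797, exact sign-flip test), which hides a split by treatment. In Col-0 air it was 1.46 ± 0.72, above 0 in 2 of 2 regions, and with ethylene -0.89 ± 1.28, above 0 in 1 of 5. The treatments were not tested against each other. The ethylene regions were also shallower, with 25074 to 209067 panel molecules against 242225 and 891407. A shallow region has few expected pairs of so sparse a gene and reads below 0 if none is seen. The split therefore cannot be told apart from depth. BBM and HDG12 shared bins with each other at 0.93 ± 0.37, in 7 of 7 regions (p = 0.0156, exact sign-flip test). The expected pairs are set over the whole region, so this value does not decide whether HDG12 flanks BBM within the hook. Across the bend, BBM had the larger share on the convex side in 6 of 7 pieces, with a mean of -1.49 ± 1.35 (n = 4 regions, p = 0.25, exact sign-flip test), and HDG12 in 4 of 7. If regions hold sections of the same seedlings, these p-values are too small.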

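In the bent pieces, BBM molecules lay apical of the bend. The median of BBM positions was 34.0% of the traced length, from 19.0 to 36.5% in 6 pieces, and lay apical of the bend in 6 of 6, with the bends at 35.6 to 56.5%. All panel molecules together lay apical of the bend in 6 of 7 pieces as well, and BBM was nearer the apex than these in 4 of 6. HDG12 lay at 25.9%, from 11.0 to 38.8%, apical of the bend in 7 of 7 pieces. In each of the 6 pieces with enough BBM, HDG12 molecules were found on both sides of the span that holds BBM from its 10th to its 90th percentile, and inside that span too. The piece with the most molecules of both genes had 8 HDG12 molecules apical of the BBM span, 53 within it and 26 basal of it. Another Col-0 air piece had 30 apical, 12 within and 15 basal. The counts per piece are small, from 6 to 87 HDG12 molecules, and flanking was not tested.

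**Figure D2:**
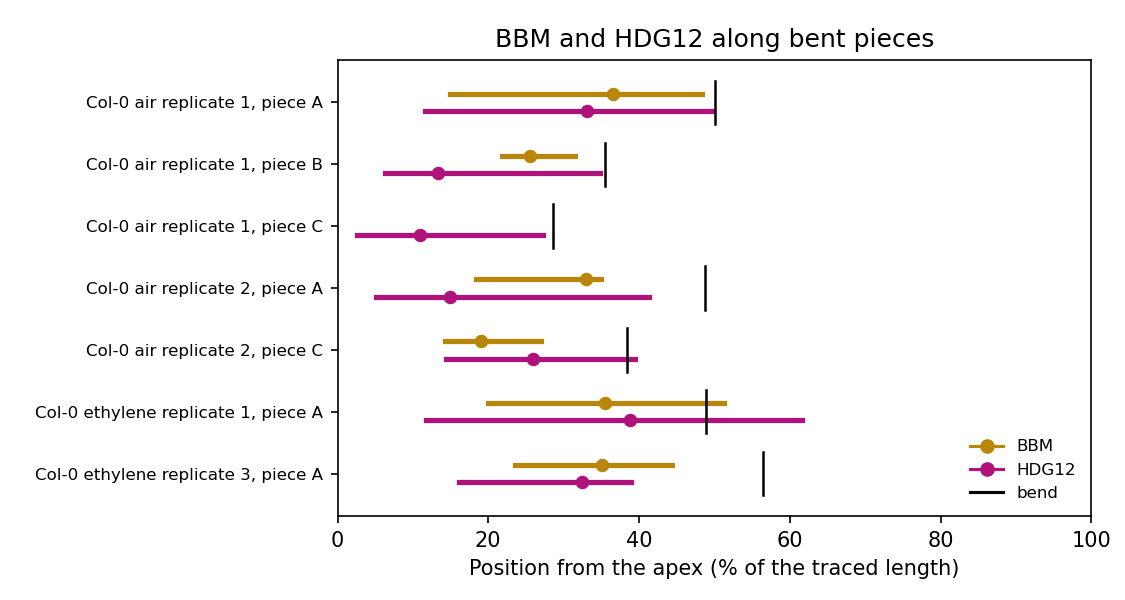
Position of BBM and HDG12 molecules along bent hypocotyl pieces, in percent of the traced length from the apex. Lines run from the 10th to the 90th percentile, dots are medians and black ticks mark the bend. BBM medians lie apical of the bend in 6 of 6 pieces.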

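Positions along the traced axis set HLS1, PEL3 and EIR1 apart from all molecules by more than the spread between regions, but not CRF2 and ARF18. Among the few panel genes that were placed along the axis and had a value in 4 regions, HLS1 lay nearest the apex. Its molecules lay at 7.58 ± 0.83% of the traced length (SD, n = 4 regions). PEL3, an acyltransferase of cutin formation, followed at 12.6 ± 4.25%. CRF2 lay at 29.4 ± 6.93%, ARF18 at 27.4 ± 4.88% and EIR1 at 80.4 ± 8.32% (n = 3). Molecules of the whole panel had their median at 36.0 ± 9.42%. HLS1 and PEL3 were nearer the apex than all molecules in 7 of 7 pieces, and EIR1 in 0 of 5. No test was run on positions, and traced lengths differ, from 633 to 1332 µm.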

## *GATA2* promotes asymmetric growth

Based on the observed cell complexity within the seedling apical hook (Fig. 1d and 2f), we next asked whether the diverse cell subtypes and states are functionally relevant to apical hook development. Within the 154 subclusters of the focused apical hook dataset (Fig. 1d), we identified over 1,200 genes that were uniquely identified as markers for individual clusters or subclusters (Fig. 3a). To narrow our search, we focused on the 74 markers that encode transcription factors, which we phenotypically screened for defects in (1) apical hook angle in control conditions (air) and (2) apical hook exaggeration in ethylene treated conditions. From this screen, we identified two mutants of distinct transcription factor families, including *gata transcription factor 2* (*gata2*; *AT2G45050*) and *auxin response factor 6* (*arf6*; *AT1G30330*) that exhibited both (I) a reduced apical hook angle compared to WT when grown in air conditions, and (II) failed to produce an exaggerated apical hook when treated with ethylene (Fig. 3b,c and Extended Data Fig. 9), demonstrating functional roles of novel cell state markers in apical hook development. Interestingly, while mutation of *arf2* is a known suppressor of the hookless phenotype in *hls1* mutants^22^, neither *GATA2* nor *ARF6* has been previously implicated in apical hook development.

We found that expression of both *GATA2* and *ARF6* was highly enriched within a single cluster (cluster 26, Fig. 3d,e) of our spatially integrated dataset. Furthermore, we found that the promoters of both *GATA2* and *ARF6* were concordantly associated with cluster-specific chromatin accessibility within cluster 26 cells (Fig. 3d,e and Extended Data Fig. 10). Finally, using the known motifs of *GATA9* and *ARF8*, the nearest phylogenetic family members of *ARF6*^23^ and *GATA2* [subfamily 1^24^] as binding motif proxies, we found that the motif activity (motif within target gene accessible chromatin regions [ACRs]) of both *ARF8* and *GATA9* were similarly enriched within cluster 26 cells, demonstrating that both *ARF6* and *GATA2* functionally regulate apical hook development and exaggeration within these cluster 26 cells (Fig. 3e and Extended Data Fig. 10).

We found that cluster 26 cells spatially correspond to a small population of cells within the apical hypocotyl region (AHR) immediately basal to the shoot apical meristem (SAM) and meristematic region (Fig. 3f and Extended Data Fig. 11). Together, these results suggest that, rather than being cell-type-specific, cluster 26 cells specify a transient cellular state associated with developmental progression in AHR cells of the apical hook.

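Of the genes listed for cluster 26, 4 are on the panel, among them PEL3 and the growth-regulating factor GRF3. They shared bins with each other at 0.83 ± 0.56 (SD, n = 7 Col-0 regions), with genes of the dividing cell list c18 at 0.83 ± 0.47 and with those of c10 at 0.55 ± 0.30. Each was above 0 in 7 of 7 regions (adjusted p = 0.0375, exact sign-flip test). They lay apart from the epidermis list c7 (-0.64 ± 0.27, 7 of 7 regions, with the same adjusted p). Across the bend the list had the larger share on the concave side in 6 of 7 pieces, at 0.47 ± 0.15 (n = 4 regions, p = 0.125, exact sign-flip test). The c18 and c26 lists have 1 gene in common. As regions may share seedlings, these p-values may be too small.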

## Transient cell states bifurcate growth

To understand the functional role of AHR cells on apical hook regulation, we subclustered these cells, which revealed an arc-like trajectory (Fig. 4a). Interestingly, examination of subcluster markers revealed opposite and inverted expression of gibberellic acid (GA) catabolism (e.g., *GA2-OX1, GA2-OX2, GA2-OX4*, and *GAMT2*) and biosynthesis genes (e.g., *GA20-OX1, GA20-OX2*, and *GA2*)^25^ along the cell trajectory, which suggests that rather than an arc-like trajectory, divergent hormonal regulation within the transient AHR cell population instead represent a landscape-like bifurcation that leads to opposing growth trajectories to promote (subclusters 1 and 5) or suppress (subclusters 0 and 4) cell elongation among neighboring cells of a cell file(s) (Fig. 4b and Extended Data Fig. 12). These results are consistent with the understanding that both apical hook maintenance in air and apical hook enhancement under ethylene conditions depend on GA signaling^26–28^ and provide spatial context for the dynamic regulation of GA metabolism enzymes (Fig. 3f).

Leveraging our multi-modal dataset, we found that the *GATA9* motif was uniquely enriched within promoter ACRs of subclusters 1 and 5 marker genes. In contrast, promoter ACRs of subcluster 4 marker genes were instead associated with motifs of other transcription factor families, such as *TCP24* (Fig. 4c, Extended Data Fig. 12, and Supplementary Table 7). From the observed divergence of putative TF regulators along both cell trajectories (Extended Data Fig. 13), we hypothesized that distinct transcription factor networks and/or hierarchies may regulate asymmetric and differential cell elongation required for normal apical hook development^29^.

To investigate this question, we constructed a gene regulatory network (GRN, Extended Data Fig. 13a) from our multi-modal data^30^, which revealed 74 network regulators with positively correlated promoter ACR, gene expression, and motif activity of 1,906 inferred target genes along the cell trajectory (Fig. 4d–f and Extended Data Fig. 13). Interestingly, we found that the cell trajectory may instead represent a developmental bifurcation that asymmetrically regulates cell elongation along the convex-concave axis of AHR cells, with one branch suppressing cell elongation (subclusters 0 and 4) and the other promoting it (subclusters 1 and 5).

Consistent with the hypothesis that the AHR cell clustering represents a developmental bifurcation event (Fig. 4a), we found that many of the genes within the constructed GRN are known to be regulated by diverse hormones with opposing roles in cell elongation, and several of which are known regulators of apical hook development^14^ (Fig. 4d,e). For example, within the cell elongation suppression trajectory, we identified genes involved in cytokinin [e.g., *CYTOKININ RESPONSE FACTOR 1, 3, and 4* (*CRF1, 3, 4*)^31^] and abscisic acid (ABA) (e.g., *ABA INSENSITIVE 5* [*ABI5*] and *PYR1-like 2* [*PYL2*]) signaling pathways, where both ABA and cytokinin are known to generally inhibit cell elongation in hypocotyls and other developmental contexts^32–34^. Conversely, within the cell elongation trajectory we instead found genes involved in auxin (*AUXIN-INDUCED IN ROOT CULTURES 12* [*AIR12*]^35^ and *INDOLE-3-ACETIC ACID INDUCIBLE 26* [*IAA26*]), brassinosteroid (BR) (*BRONTOSAURUS* [*BRON*]^36^ and *BES1/BZR1 HOMOLOG 1* [*BEH1*]), and GA (*GAST1 PROTEIN HOMOLOG 4* [*GASA4*] and 5 [*GASA5*]) signaling pathways, where these hormones generally promote cell elongation^32,37–39^ (Fig. 4e). Our GRN also revealed an early role of *GATA2* in the cell elongation trajectory and predicted that it directly regulates several hormonally regulated genes within the constructed GRN (Fig. 4f, Extended Data Fig. 13d, and Supplementary Table 8), which may explain the reduced apical hook angle observed in *gata2* mutants (Fig. 3b).

In addition to intersecting hormonal signaling pathways, our GRN also predicts the regulation of several genes that functionally regulate cell elongation within the hypocotyl. For example, *AT HOOK MOTIF DNA-BINDING FAMILY PROTEIN 5* (*AHL5*)^40^*, HOMEOBOX-LEUCINE ZIPPER PROTEIN 4* (*HAT2*)^41^, and *HY5-HOMOLOG* (*HY5*)^42^ all functionally inhibit hypocotyl cell elongation, whereas *KUODA1* (*KUA1*)^43^, *HOMEODOMAIN-LEUCINE ZIPPER 1* (*HAT1*)^44^, and *BR ENHANCED EXPRESSION 2* (*BEE2*)^45^ all functionally promote hypocotyl elongation (Fig. 4d).

To spatially validate our GRN, we examined the spatial expression of genes predicted to be involved in the cell elongation suppression trajectory (*CRF2* and *AT5G27120*). 

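CRF2, a cytokinin response factor of the AP2/ERF family, had a larger share on the concave than on the convex side in 6 of 7 bent Col-0 pieces and in the mean of 4 of 4 regions. In 2 of the 6 pieces the value was close to 0, at 0.0308 in Col-0 air 2 and 0.00351 in Col-0 ethylene 3. The median of pieces was 0.38, from -1.17 to 2.16, and the mean over regions was 0.32 ± 0.23 (SD, n = 4, p = 0.125, exact sign-flip test). In total 619 CRF2 molecules lay on the concave and 474 on the convex side. AT5G27120 was concave in fewer pieces, 4 of 7, with a median of 0.43 and a range from -1.37 to 1.24. Its mean over regions was 0.16 ± 0.29 (p = 0.5, exact sign-flip test), which is within the spread. With the dividing cell list c10, sharing of bins was 0.54 ± 0.29 for CRF2, above 0 in 6 of 7 Col-0 regions, and 0.71 ± 0.37 for AT5G27120, in 7 of 7. With the cortex list c4 the means were 0.18 ± 0.32 and 0.07 ± 0.24. The exact sign-flip p for c10, not adjusted, was 0.0313 for CRF2 and 0.0156 for AT5G27120, both too small if seedlings are shared. Among the adjusted pairs, an unadjusted p of 0.0313 did not pass.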

We found that, although expression of these genes was not unique to the apical hook, we observed asymmetric transcript distribution of both *CRF2* and *AT5G27120*, with spatially enriched expression in concave apical hook cells, which are associated with reduced cell elongation (Fig. 4g and Extended Data Fig. 14). Additionally, in the *hls1* mutant that specifically lacks the apical hook structure, we found both a loss of asymmetric distribution and reduced expression of both *CRF2* and *AT5G27120*, further supporting the accurate prediction of functional cell elongation regulators in concave apical hook cells in our GRN (Fig. 4d,e and Extended Data Fig. 13 and 14).

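HLS1 itself was read first as a check of the labels. It stood at 5685 ± 432 CPM (SD, n = 2 regions) in Col-0 air and 1777 ± 1029 CPM (n = 7) in hls1. Each hls1 region (378 to 3065 CPM) lay below both Col-0 air regions (5379 and 5990 CPM). The difference did not pass in limma (log2 -1.91, standard error 1.26, adjusted p = 0.368 from limma). That standard error draws on all 14 regions, among them ethylene region 2 with 119.7 CPM of HLS1. No exact permutation test was run on HLS1 over whole regions. CRF2 was lower in hls1. It stood at 2774 and 3866 CPM in the 2 Col-0 air regions and at 1161 to 2514 CPM in the 7 hls1 regions, a log2 difference of -0.81 (two-sided exact permutation test, p = 0.0278, the smallest that 36 splits allow). In limma over all genes it did not pass (standard error 0.39, adjusted p = 0.21). CRF2 is a member of the mesophyll list c1, whose median log2 fold change in hls1 was -1.52. Its lower level is therefore not set apart from that of its list, or from a difference in the tissue imaged. In section 2 alone, CRF2 was 1939 ± 636 CPM (n = 4) in hls1 against 3866 in the only Col-0 air region. AT5G27120 was 3176 ± 792 CPM (n = 2) in Col-0 air and 2988 ± 1708 CPM (n = 7) in hls1, with no difference beyond the spread (log2 -0.37, p = 0.889, two-sided exact permutation test). Within section 2 it was 2539 ± 2175 CPM (n = 4) against 2616.
Side asymmetry is the absolute log2 ratio of a gene's shares on the 2 sides of the midline, minus its mean when gene names are reshuffled, so 0 is no asymmetry. Side asymmetry counts either side: in 1 Col-0 air piece CRF2 and AT5G27120 both lay toward the convex side, at -1.17 and -1.37. For CRF2 it was 0.60 ± 0.58 (n = 2 regions) in Col-0 air and -0.24 ± 0.44 (n = 5) in the straight hls1 pieces. For AT5G27120 it was 0.57 ± 0.40 in Col-0 air and -0.06 ± 0.37 in hls1. Neither difference passed the test (two-sided exact permutation test, p = 0.143 for both, where 2 against 5 regions allow 0.0476). The bent ethylene pieces were low as well, with 0.22 and -0.20 for CRF2 and -0.11 and -0.20 for AT5G27120. The AT5G27120 difference of -0.62 was -0.0627 with the midline moved 20 µm to the left. In the traced pieces the CRF2 level was 1134 ± 509 CPM (n = 5) in hls1 and 4541 ± 1354 CPM (n = 2) in Col-0 air, and that of AT5G27120 was 4301 ± 1665 and 3400.4 ± 543 CPM. Most genes measured in these pieces were lower in hls1, and the CRF2 drop there is not set apart from theirs. These genes were taken because the paper names them, HLS1 among them, and are not a background set. Their fall cannot tell pieces that cover other parts of the hypocotyl from an effect of the genotype. The hls1 pieces held 78 CRF2 molecules in all, and regions may share seedlings, so p-values may be too small. The lower CRF2 level did not pass with median ratio scaling (p = 0.111, exact permutation test), with totals leaving out the 10 most abundant genes (p = 0.0833), or without hls1 region 1 or 5 (p = 0.0714 each). The paper states that both genes are enriched in concave hook cells, which it associates with reduced elongation, and that their expression and asymmetry are lower in hls1. It takes this as further evidence for the elongation regulators its network predicts there.

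**Figure D3:**
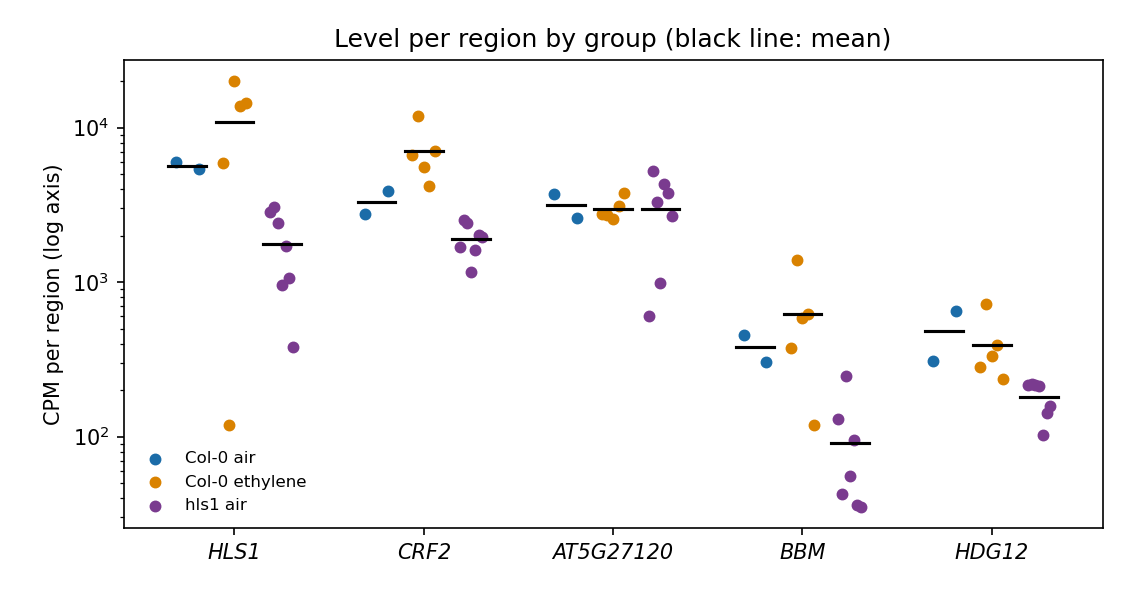
Level of HLS1, CRF2, AT5G27120, BBM and HDG12 in each of 14 regions, in CPM on a log axis, coloured by group (Col-0 air, Col-0 ethylene, hls1 air). Each point is a region and the black line is the group mean. For HLS1, CRF2, BBM and HDG12 every hls1 point lies below both Col-0 air points, which AT5G27120 does not show.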

Collectively, our GRN captures both known and novel regulators of the apical hook structure and predicts novel transcription factor network interactions that may underpin the molecular mechanisms by which *GATA2* regulates asymmetric growth in this structure. Further, our GRN sheds light on when, where, and which genes function to bifurcate cell developmental trajectories through downstream hormonal regulation by ABA, cytokinin, auxin, BR, and GA, thereby asymmetrically regulating cell elongation within the transient AHR cell population.

## *GATA2* drives asymmetric growth via GA

Finally, as our GRN predicts that *GATA2* directly regulates genes involved in GA biosynthesis and signaling to promote cell elongation (Fig. 4c–f), we hypothesized that exogenous GA application may functionally rescue the observed reduction in apical hook angle and exaggeration in *gata2* mutants (Fig. 3b). Testing this hypothesis, we found that exogenous GA was able to functionally rescue the reduced apical hook angle and apical hook exaggeration phenotypes when *gata2* mutants were grown in air and ethylene treatment, respectively (Fig. 4h).

Interestingly, while we found that exogenous GA was able to rescue the ethylene-induced apical hook exaggeration in *gata2* mutants, validating our hypothesis that *GATA2* regulates GA levels during apical hook formation, it was not able to fully rescue the hyper-exaggerated apical hook angle observed in wild-type plants (Fig. 4h and Extended Data Fig. 15), which suggests that *GATA2* may interact with other hormonal signaling pathways for spatiotemporal control of apical hook exaggeration, as predicted by our GRN (Fig. 4d–f).

Together, these results reveal a pivotal role of AHR cells as they transiently enter the apical hook, integrating diverse developmental and hormonal signals to regulate asymmetric cell elongation along the convex-concave axis of the apical hook. Furthermore, using our GRN and known genetic interactions, we constructed a molecular model in which *GATA2* functionally initiates a developmental trajectory leading to asymmetric cell elongation in cells of the apical hook (Fig. 4j).

## Discussion

In both plants and animals, precise understanding of the molecular events in time and space that result in the production of diverse tissue shapes^1^ remains challenging due to the transient and localized regulation involved in symmetry-breaking events^46–49^. While essential for survival in the wild, the apical hook is entirely dispensable under laboratory conditions and serves as a tractable model for differential growth. Using spatial and single-cell transcriptomics and multiomics, we identify a transient, spatially restricted population of cells (AHR, Fig. 3f) that positionally integrate developmental and hormonal signals to bifurcate growth programs within a local cellular neighborhood, thereby regulating differential growth in the apical hook (Fig. 4).

We find that divergent growth trajectories involve spatial partitioning of antagonistic transcription factors (Fig. 2k) that regulate cell proliferation and asymmetric growth in early embryonic development, suggesting that the described molecular mechanism of differential growth (Fig. 4j) is conserved across developmental and tissue contexts. Gene regulatory network construction reveals bifurcated transcriptional programs involving over 300 network genes, many with known roles in apical hook development and in regulating cell elongation, that drive differential growth through divergent regulation of hormone signaling pathways.

From our GRN, we identify a central function of *GATA2* in the transient and asymmetric regulation of cell elongation via GA biosynthesis and signaling genes. As GATA transcription factors are evolutionarily conserved across animal and plant species^50,51^, with functional roles in early animal development and organ specification, it is enticing to speculate that GATA members functionally regulate organ specification, initiation, and symmetry breaking across kingdoms.

While we do not identify a master regulator of differential growth in the apical hook, it is interesting to hypothesize that a combination of factors, such as the presence or absence or cell proliferation regulators, including *BBM* and *HDG12* (Fig. 2k), in combination with the presence or absence of gene regulatory network TF nodes (Fig. 4d and Extended Data Fig. 12), may provide a molecular environment suitable for TF interactions to initiate divergent transcriptional programs that drive differential growth, potentially through pioneering roles as observed for animal GATA TFs^52^. Furthermore, understanding how both intrinsic and external signals, including mechanical cues^53^ and environmental conditions^54^ integrate with the described GRN enables ample opportunity for hypothesis generation.

Collectively, these datasets highlight the complex regulatory networks that transiently govern apical hook development and hypocotyl bending and provide hundreds of novel genetic targets for the mechanistic understanding of this compact, complex apical hook structure.

## Methods

### Plant materials and growth

Wild-type Arabidopsis (Col-0) was used along with the following mutant alleles described in this study: *hls1* (CS3073), *ein2*-*5*^55^, *gata2* (SALK_106417.1 and WiscDSLox500G11), and *arf6* (SALK_104169 and SAIL_724_D08C). Arabidopsis seeds were surface-sterilized with 70% ethanol for 5 min, followed by 50% bleach and 0.1% Tween-20 for 5 min each, and washed with water for 5 min three times. Seeds were sown on 1X LS, 1% sucrose, 0.8% agar plates and incubated at 4 °C for four days in complete darkness. Following cold treatment, the plates were exposed to ambient light for 4h to synchronize germination, then placed in sealed, opaque chambers and aerated with zero-grade air for 72h at 23 °C. Following 72h of growth, the flow of zero-grade air was replaced with 30 ml/min of ethylene gas (10 ppm, Airgas) for 30 minutes, 4h, 8h, or 24h for ethylene-treated plants, and the plants were collected into liquid N_2_. Control plants were collected into liquid N_2_ following 72h or 96h of growth under continuous aeration with zero-grade air.

### Nuclei extraction and fluorescence-activated nuclei sorting (FANS)

1.5g pulverized frozen tissue was extracted in 10 mL nuclei purification buffer (NPB; 20 mM MOPS pH 7, 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.5 mM spermidine, 0.2 mM spermine, 1X protease inhibitors (Sigma), 1:1000 SUPERase (Thermo), at 4 °C for 10 min with gentle agitation. The nuclei-containing extract was sequentially filtered through 70 μm (Fisher) and 30 μm (Miltenyi) filters at 4 °C. The filtered extract was then homogenized using a pre-chilled Dounce homogenizer with 10 loose pestle strokes followed by 10 tight pestle strokes. Nuclei were pelleted by centrifugation at 700 x g for 5 min at 4 °C and resuspended in 3 mL NPB. A discontinuous gradient of 15%/45% optiprep was prepared by diluting 60% Optiprep (Sigma) to 50% with 120 mM Tris-Cl, pH 8.0, 150 mM KCl, 30 mM MgCl_2_, and further diluted to 15% or 45% with NPB containing 1:1000 SUPERase. The nuclear pellet was resuspended in 3 mL NPB, gently layered onto the 15%/45% OptiPrep gradient, and centrifuged at 1500 × g for 15 min at 4 ° C. Following centrifugation, the nuclei were collected from the 15%/45% OptiPrep interface, washed with 10 mL of 1X PBS (Corning), and pelleted by centrifugation at 500 × g for 5 min at 4 °C. The nuclei were resuspended in 1 mL of PBS, stained with 3 μg of Hoechst 33342, placed on ice, and taken to the Flow Cytometry Core for Fluorescence-Activated Nuclei Sorting (FANS). A BD Influx sorter with a 100-μm nozzle was used to sort nuclei in 1x PBS with sheath fluid at 20 PSI; nuclei were kept at 4 °C during the purification process. Debris was excluded first by gating using forward and side scatter pulse area parameters (FSC-A and SSC-A in log scale), then exclusion of aggregates using pulse width parameters (FSC-W and SSC-W), and finally gating on Hoechst-positive nuclei. Hoechst was excited with a 405nm laser at 100mW and detected using the 460/50BP filter. The Hoechst-positive nuclei were sorted using the ‘1-drop pure’ mode directly into 1.5mL Eppendorf tubes containing 1x PBS, 0.5% BSA, and 1:1,000 SUPERase.

### Single-nucleus RNA sequencing

Following FANS, nuclei were centrifuged at 500 × g for 5 min; the supernatant was aspirated, and the nuclei were resuspended in 50 μl of PBS, BSA, and RNase inhibitors and quantified using a hemocytometer (Incyto). 10,000 nuclei, or the total nucleus suspension if fewer than 10,000 nuclei were collected, were used as input for the 10x Genomics Single Cell 3’ Gene Expression v3 reagents. Sequencing libraries were constructed following the manufacturer’s instructions and were sequenced with the Illumina NovaSeq 6000.

### Single-nucleus multiome sequencing

Nuclei were extracted as described^56^, with slight modifications. Plants were grown as described previously, and nuclei were immediately extracted from air-grown seedlings following 28h, 48h, and 72h of growth and 72 h-old seedlings following 4h ET treatment in a green room. Purified nuclei were used as input for the 10x Genomics Chromium Single Cell Multiome ATAC + Gene Expression kit. Sequencing libraries were constructed following the manufacturer’s instructions and were sequenced with the Illumina NovaSeq X.

### 1,000 target MERFISH panel design

The following criteria filtered cluster and subcluster markers identified from the apical seedling dataset: (1) more than 25 specific probes can be designed based on Vizgen’s software, and (2) the transcript per million (TPM) value is below 1000 in three-day-old seedling RNA-seq data^57^. After filtering, 600 genes representing most major clusters and subclusters were selected in addition to 400 transcription factors with expression that was specific to clusters and/or subclusters in the three-day-old seedling dataset. The panel design was balanced so that the total TPM across 1,000 transcripts was kept below 15,000 to avoid signal overcrowding.

### Tissue fixation and mounting

Plants were grown according to the previously described methods. Tissues of 3-day-old etiolated seedlings were placed into cryomolds (Sakura), which were filled with OCT and immediately frozen in an isopentane bath cooled by liquid N_2_ under a green light. Tissue blocks were acclimated to −18 °C in a pre-cooled cryostat chamber (Leica) for 1 h. Tissue blocks were trimmed until the tissue was entered, after which 10 μm sections were visually inspected until the region of interest was exposed. Sample mounting and preparation were performed according to the MERSCOPE user guide, with slight modifications. Briefly, a 10 μm section was melted and mounted onto a room-temperature MERSCOPE slide (Vizgen, 20400001), placed in a pre-chilled 60 mm Petri dish, and re-frozen by incubation in the cryostat chamber for 5 min. Subsequent steps were performed with the mounted samples in the Petri dish. The samples were then baked at 37 °C for 5 min and incubated in fixation buffer (1X PBS, 4% formaldehyde) for 15 min at RT. Samples were then washed with 1X PBS containing 1:500 RNase inhibitor (Protector RNase inhibitor, Millipore Sigma) for 5 min at RT in triplicate. Following the final PBS wash, samples were dehydrated by incubation in 70% EtOH at 4°C overnight.

### MERFISH

Tissue sections were processed following the manufacturer’s protocol. After removing 70% ethanol, the sample was incubated in the Sample Prep Wash Buffer (PN20300001) for 1 min, then in Formamide Wash Buffer (PN20300002) at 37 °C for 30 min. After removing the Formamide Wash Buffer, the sample was incubated in the MERSCOPE Gene Panel Mix at 37 °C for 42 h. Following probe hybridization, the sample was washed twice with the Formamide Wash Buffer at 47°C for 30 min and once with the Sample Prep Wash Buffer at RT for 2 min. After washing, the sample was embedded in hydrogel by incubating in the Gel Embedding Solution (Gel Embedding Premix (PN20300004), 10% w/v ammonium persulfate solution, and N, N, N’, N]′-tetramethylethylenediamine) at RT for 1.5 h. Then, the sample was cleared by first incubating in the Digestion Mix (Digestion Premix (PN 20300005) and 1:40 RNase inhibitor) at RT for 2 h, followed by incubation in Clearing Solution (Clearing Premix [PN 20300003] and Proteinase K) at 47°C for 24 h, then at 37 °C for 24 h. The cleared sample was washed twice with the Sample Prep Wash Buffer and stained with DAPI and PolyT Staining Reagent at RT for 15 min, then washed with the Formamide Wash Buffer at RT for 10 min and rinsed with the Sample Prep Wash Buffer. The sample was imaged with the MERSCOPE Instrument, and the detected transcripts were decoded on the same instrument using a Codebook generated by Vizgen. Transcripts were visualized on Vizgen’s Vizualizer.

### Single-nucleus RNA-seq pre-processing

Demultiplexed FASTQ files were used to generate gene-by-cell matrices with Cell Ranger (v6.0.0)^58^ and were aligned to the Arabidopsis nuclear transcriptome, prepared using the TAIR10 genome and the Araport 11 transcriptome. Downstream analyses were performed with the R^59^ package Seurat (v4.1.0)^60^. Low-quality and potential doublet nuclei that did not meet the cutoffs of >275 genes detected, <5,000 genes detected, >325 UMI per nucleus, <5% mitochondrial reads, and <10% chloroplast reads were removed from the datasets.

### Single-nucleus RNA-seq analysis

For the analysis of the 10X Genomics Gene Expression datasets, 10,000 variable features were used for data scaling and PCA calculation. Datasets were integrated by regressing ‘treatment’, ‘tissue type’, and ‘percent chloroplast read %’ using Harmony (v0.1.0)^61^. Dimensionality reduction, nearest neighbor identification, and clustering were performed using 20 harmony dimensions.

### Single-nucleus multiome pre-processing

Demultiplexed FASTQ files were used to generate gene-by-cell matrices and barcoded ATAC fragment files with Cell Ranger ARC (v2.0.2) and were aligned to the Arabidopsis nuclear transcriptome, as described previously, and the TAIR10 genome, respectively. Downstream analyses were performed with the R package Seurat (v5.0.0). Low-quality and potential doublet nuclei that did not meet a cutoff of > 500 and < 25,000 UMIs per nucleus and 1,000 > and < 70,000 ATAC fragment reads were removed from the datasets.

### Cell segmentation and spatial dataset generation

Cell segmentation was performed using Baysor v0.7.1^62^ on the processed transcript coordinate matrices with the following parameters: -s 6 -x global_x -y global_y -g gene -m 20 -p --n-clusters 10 --scale-std 90% --count-matrix-format ‘tsv’. The resulting spatial datasets were imported and analyzed with Seurat (v5.0.0), and spatial cells with fewer than 10 transcripts were removed. Meta-analysis of air-grown 3-day-old etiolated seedlings was also performed^56^.

### Spatial multi-modal integration

Single-nucleus transcriptomic, multiomic, and segmented spatial transcriptomic datasets were merged and normalized using SCTransform^63^ with the following parameters: residual.features=spatial_genes, return.only.var.genes=TRUE, clip.range = c(−10, 10). Principal component analysis was then performed on the 1,000 spatial targets, and datasets were integrated using Harmony^61^. Dimensionality reduction and clustering were then performed using the Harmony embeddings.

### Imputation

Imputation of the integrated multi-modal dataset was performed with ALRA^64^. The function ‘choose_k’ was performed on the integrated dataset, and the resulting value of k=41 was used for the function ‘RunALRA’ for imputation.

### ATAC analysis

Analysis of ATAC data was performed with Signac (v1.12.0)^65^. Briefly, ATAC blacklist regions defined by ^66^ were pre-filtered and reads mapping to organellar genomes were removed. Peak calling was performed on the ATAC data in bulk as well as on reads mapping to cell clusters of the multi-modal integrated dataset. Consensus peaks were identified by performing peak calling on each dataset independently using the CallPeaks command with the parameter ‘effective.genome.size = 119481543’, after which peaks were filtered for peakwidths of > 20bp and < 10,000bp. All identified peaks were concatenated, and overlapping peaks were merged to generate a set of consensus peaks. Quantification of chromatin accessibility within consensus peak regions was performed for all clusters. Cluster-specific peaks were identified by extracting fragment reads from cells in each cluster, performing *de novo* peak calling, and quantifying reads within peak regions.

### Motif analysis

Motif analysis of motifs within the JASPAR2020 database^67^ was performed on *de novo* identified peaks. Analysis of motif activity was performed using chromVAR (v1.20.2)^68^

### Gene regulatory network inference

Gene regulatory network construction and analysis of AHR cells was performed using scMEGA ^30^. The *BBM* motif, as described by^69^, was manually added to the list of motifs used for analysis. As binding motifs have not been previously determined for *GATA2* and *ARF6*, motifs for the nearest phylogenetic family members, *GATA9* and *ARF8,* were used as substitutions to correlate *GATA2* and *ARF6* promoter chromatin accessibility and expression with motif activity of putative target genes. The GRN was subsetted for TFs with motif activity and for target genes with a correlation > 0.4.

### Gibberellic acid treatment

Arabidopsis seeds were surface-sterilized as described previously and placed on 1X LS medium (Caisson) plates with 1 mg/ml PAC (APO456788397, Sigma Aldrich) + 10 nM GA3 (G7645, Sigma Aldrich) or on mock plates. The hormone solution contained 0.1% ethanol. A mock treatment control was also included. The seeds were stratified and germination was synchronized as described previously. Seedlings were grown in complete darkness with a control or ethylene gas flow for 3 days, as described previously, before imaging.

### Apical hook angle measurement

Apical hook angle measurement was performed as described in^11^. Angles between the hypocotyl and cotyledons were calculated with ImageJ^70^ using the ‘ObjectJ’ plugin^71^. For the statistical analysis, an unpaired t-test was performed on the apical hook angle of *gata2* mutants vs WT seedlings for each experimental condition.

## Supplementary Material

Supplement 1 Extended Data Fig. 1. Identification and annotation of cell types in the integrated Arabidopsis seedling dataset.
Extended Data Fig. 2. Clusters and cell types respond heterogeneously to ethylene treatment.
Extended Data Fig. 3. Single-nucleus RNA-seq captures transient ethylene-induced ectopic root hair development.
Extended Data Fig. 4. Cells of the seedling apex represent diverse cell types and cell states.
Extended Data Fig. 5. Single-cell analysis of segmented spatial datasets identifies seedling cell types.
Extended Data Fig. 6. Integration of spatial datasets identifies clusters that correspond to cell types and cell states.
Extended Data Fig. 7. Spatial multi-modal integration reveals spatially distinct cell type subpopulations.
Extended Data Fig. 8. Asymmetric accumulation of developmental regulators is specific to cells within the apical hook.
Extended Data Fig. 9. Cell state markers functionally regulate apical hook angle and exaggeration in air and ethylene treated conditions.
Extended Data Fig. 10. Cell state markers functionally regulate apical hook angle and exaggeration within AHR cells.
Extended Data Fig. 11. Cluster 26 cells correspond to the AHR.
Extended Data Fig. 12. Divergent regulation of GA metabolism enzymes functionally regulate cell elongation asymmetrically within AHR cell subpopulations.
Extended Data Fig. 13. Divergent gene regulatory networks functionally regulate cell elongation asymmetrically within ARH cells.
Extended Data Fig. 14. Asymmetric accumulation of GRN targets associated with cell elongation suppression within identical files of AHR cells.
Extended Data Fig. 15. Exogenous GA treatment does not fully rescue the hyper exaggerated apical hook phenotype of seedlings with dual ethylene + GA treatment.

Supplement 2 Supplementary Table 1. Cluster markers identified from the integrated seedling dataset.

Supplement 3 Supplementary Table 2. Genes upregulated by ethylene treatment within individual seedling clusters.

Supplement 4 Supplementary Table 3. Genes downregulated by ethylene treatment within individual seedling clusters.

Supplement 5 Supplementary Table 4. Cluster markers identified from the re-clustered apical seedling dataset.

Supplement 6 Supplementary Table 5. Cluster markers identified from the multi-modal spatial integrated dataset.

Supplement 7 Supplementary Table 6. Cluster specific peaks and enriched motifs identified from the multi-modal spatial integrated dataset.

Supplement 8 Supplementary Table 7. Subcluster specific markers and enriched motifs within accessible chromatin regions identified from the apical hypocotyl cell re-clustering (cluster 26).

Supplement 9 Supplementary Table 8. Full and subset gene regulatory networks.

## Figures and Tables

**Fig. 1.**
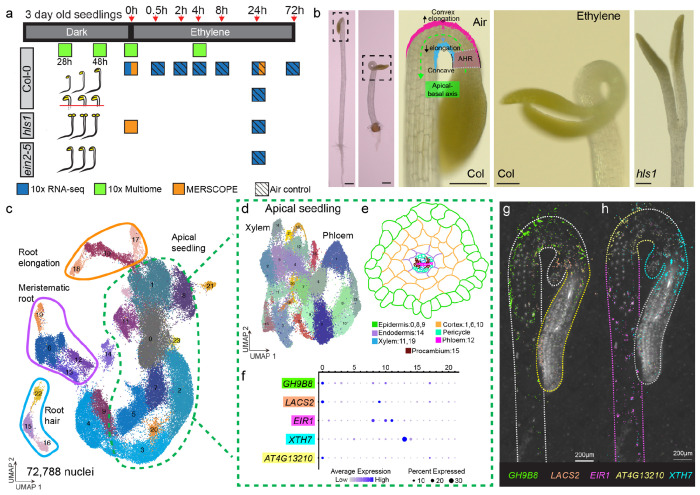
Single-cell transcriptomics resolves a diversity of cell types and states in the apical hook. **a,** Schematic of spatial and single-nucleus transcriptomics and multiomics of Arabidopsis seedlings. **b,** Representative images of etiolated and exaggerated apical hooks in air and ethylene-treated conditions (WT), and the lack of an apical hook in the *hls1* mutant. Diagram of the apical hypocotyl region (AHR) and apical-basal and convex-concave axes present within the apical hook are depicted. Scale bars, 500 μm (left) and 200 μm (right). **c,** UMAP dimensionality reduction of snRNA-seq datasets. **d,e,** Re-clustering of cells that represent the apical seedling, including the apical hook, shoot apical meristem, and cotyledons (**d**). Representation of cell types present within the hypocotyl (**e**). **f-h,** Expression of select markers identified in the apical seedling dataset (**f**). Spatial expression of the marker genes depicted in (**f**) that correspond to epidermal cells broadly (**g**), and to region-specific epidermal subpopulations (**h**). DAPI signal is depicted in gray. Scale bars, 200 μm.

**Fig. 2.**
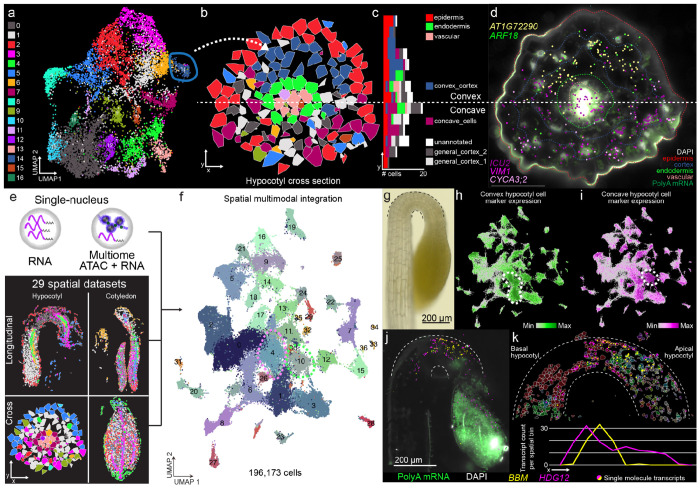
Spatial cell states integrate developmental and hormonal signals in the apical hook. **a-d,** Spatial single-cell analysis of MERFISH datasets reveals spatially distinct cortex subpopulations. Dimensionality reduction (**a**) and spatial representation of a hypocotyl cross-section (**b**) of cell-segmented MERFISH datasets. Convex cortex cells (cluster 14) are circled for emphasis. (**c**) Quantitation of cell centroids along the y-axis as depicted in (B). Spatial detection of markers corresponding to convex vs. concave cortex cells is depicted. Single-molecule transcripts are colored accordingly. Broken lines represent outlines of cell layers; DAPI and PolyA mRNA signals are false-colored white and green, respectively. Scale bar, 50 μm (**d**). **e,f,** Schematic (**e**) and dimensionality reduction and clustering (**f**) of single-nucleus and spatial datasets. Clusters 4 and 10 are circled for emphasis. **g,** Representative image of a wild-type apical hook. Scale bar, 200 μm. **h,i,** Module expression of cluster 4 (**h**) and 10 markers (**i**) corresponding to convex and concave hypocotyl cells, respectively. **j,k,** Spatial regulation of early developmental regulators in the apical hook. Single-molecule detection of *BBM* (yellow) and *HDG12* (magenta) transcripts in the apical seedling region (**j**). DAPI and PolyA mRNA signal are colored white and green, respectively. Scale bar, 200 μm. (Top) A zoomed-in region of the apical hook is depicted with cell segmentations (**k**). Spatial cells are colored according to cluster identity as depicted in (**f**). (Bottom) Quantitation of *BBM* and *HDG12* transcripts within spatial bins of the depicted apical hook region along the x-axis.

**Fig. 3.**
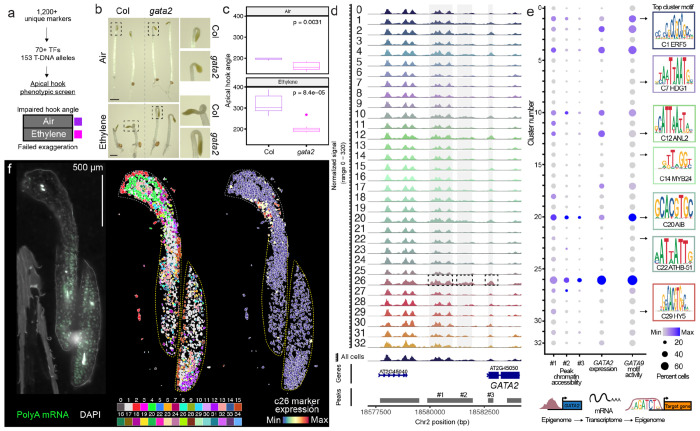
*GATA2* links transient cell states to asymmetric growth in the apical hook. **a,** Overview of the apical hook phenotypic screen performed. **b,** Representative image of WT and *gata2* etiolated seedlings when grown in control (air) or ethylene treatments for three days. Magnified images of the apical hook for the depicted seedlings of each genotype and condition are provided. **c,** Quantitation of apical hook angle in WT and *gata2* mutants in control and ethylene-treated conditions. n > 7 individual seedlings for each genotype and condition. Apical hook angle is displayed as box plots; the centre line indicates the median value, the box boundaries represent the 25th and 75th percentiles, and the whiskers extend to the minimum and maximum values within 1.5 times the interquartile range. p-values determined by unpaired t-test comparing the mutant to WT for each condition are depicted. **d-f,** *GATA2* functionally regulates the apical hook angle and its exaggeration in AHR cells. Genome track of cluster-specific chromatin accessibility within the integrated multi-modal dataset (**d**). Genomic coordinates of three peaks are specified in gray. Cluster level quantification of chromatin accessibility within the three *GATA2* promoter peaks, *GATA2* expression, and putative *GATA2* motif activity within promoter accessible chromatin of putative target genes (**e**). The top motif for select clusters is depicted to the right. Representative image (left) and depiction of spatial cells colored by cluster number (middle) and expression level of cluster 26 markers (right) are depicted (**f**). In the image, PolyA mRNA and DAPI signal are colored green and white, respectively. Scale bars, 500μm.

**Fig. 4.**
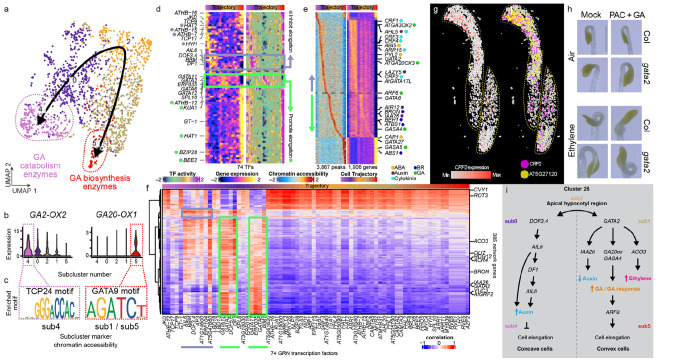
Transient cell states bifurcate growth trajectories through divergent regulatory networks **a,** Re-clustering of cluster 26 cells. Subclusters 4 and 5, associated with the expression of GA catabolism and GA biosynthesis enzymes, respectively, are circled for emphasis. The perceived cell trajectory is depicted. **b,** Violin plot of *GA2-OX2* and *GA20-OX1* expression within c26 subclusters. **c,** Promoter ACRs of subclusters 4 and 1 and 5 marker genes are enriched for *TCP24* and *GATA9* motifs, respectively. **d-f,** Gene regulatory network analysis of cluster 26 cells along the cell trajectory. (**d**) Correlation heatmap between gene expression and motif activity of inferred target genes of the 74 network TFs. Select TFs are depicted. TFs that are known to promote or inhibit cell elongation are specified in green and purple, respectively. (**e**) Correlation heatmap of promoter chromatin accessibility and gene expression of 1,906 genes regulated along the cell trajectory. Genes that are known to be regulated by ABA, auxin, BR, cytokinin, or GA are indicated accordingly. Cells along the trajectory are depicted on the x-axis. **f,** Heatmap of expression correlation between node TFs and GRN targets. Columns are ordered along the cell trajectory. **g,** Spatial expression of the GRN targets *CRF2* (magenta) and *AT5G27120* (yellow). Cell-level expression of *CRF2* (left), and single-molecule detection of both *CRF2* and *AT5G27120* are depicted (right). **h,** Images of apical hooks of Col and *gata2* mutants grown in mock or PAC + GA conditions when grown in both air (control) and ethylene-treated conditions. **i,** Proposed molecular mechanism of GRN genes that drives asymmetric cell elongation along the convex-concave axis in AHR cells.

## Data Availability

Raw and processed datasets have been deposited at Gene Expression Omnibus (accession numbers GSE326975, GSE327163, and GSE327709. Interactive access to the single-cell datasets is available at http://arabidopsisdevatlas.salk.edu/. Code used in this study can be found at https://github.com/travandlee/ethylene_atlas.

# Supplementary material for: Transient cell states encode positional information to direct asymmetric growth
**Source:** bioRxiv. 2026 May 22:2026.05.21.726925. Preprint. [Version 1] doi: 10.64898/2026.05.21.726925
**Supplement:** Supplement 1 — Extended Data Fig. 1. Identification and annotation of cell types in the integrated Arabidopsis seedling dataset. Extended Data Fig. 2. Clusters and cell types respond heterogeneously to ethylene treatment. Extended Data Fig. 3. Single-nucleus RNA-seq captures transient ethylene-induced ectopic root hair development. Extended Data Fig. 4. Cells of the seedling apex represent diverse cell types and cell states. Extended Data Fig. 5. Single-cell analysis of segmented spatial datasets identifies seedling cell types. Extended Data Fig. 6. Integration of spatial datasets identifies clusters that correspond to cell types and cell states. Extended Data Fig. 7. Spatial multi-modal integration reveals spatially distinct cell type subpopulations. Extended Data Fig. 8. Asymmetric accumulation of developmental regulators is specific to cells within the apical hook. Extended Data Fig. 9. Cell state markers functionally regulate apical hook angle and exaggeration in air and ethylene treated conditions. Extended Data Fig. 10. Cell state markers functionally regulate apical hook angle and exaggeration within AHR cells. Extended Data Fig. 11. Cluster 26 cells correspond to the AHR. Extended Data Fig. 12. Divergent regulation of GA metabolism enzymes functionally regulate cell elongation asymmetrically within AHR cell subpopulations. Extended Data Fig. 13. Divergent gene regulatory networks functionally regulate cell elongation asymmetrically within ARH cells. Extended Data Fig. 14. Asymmetric accumulation of GRN targets associated with cell elongation suppression within identical files of AHR cells. Extended Data Fig. 15. Exogenous GA treatment does not fully rescue the hyper exaggerated apical hook phenotype of seedlings with dual ethylene + GA treatment.

Supplementary Materials for

Transient cell states encode positional information to direct asymmetric growth

Authors: Travis A. Lee^{1,2}, Kamonkan Gamnerdsiri¹, Natanella Illouz-Eliaz¹, Tatsuya Nobori^{1†}, Joseph R. Nery³, Bruce Jow³, Michelle Liem⁴, Caz O'Connor⁴, Joseph R. Ecker^{2,3*}

The PDF file includes:

Extended Data Figs. 1 to 15

Other Supplementary Materials for this manuscript include the following:

Supplementary Tables 1 to 8

Supplemental figures

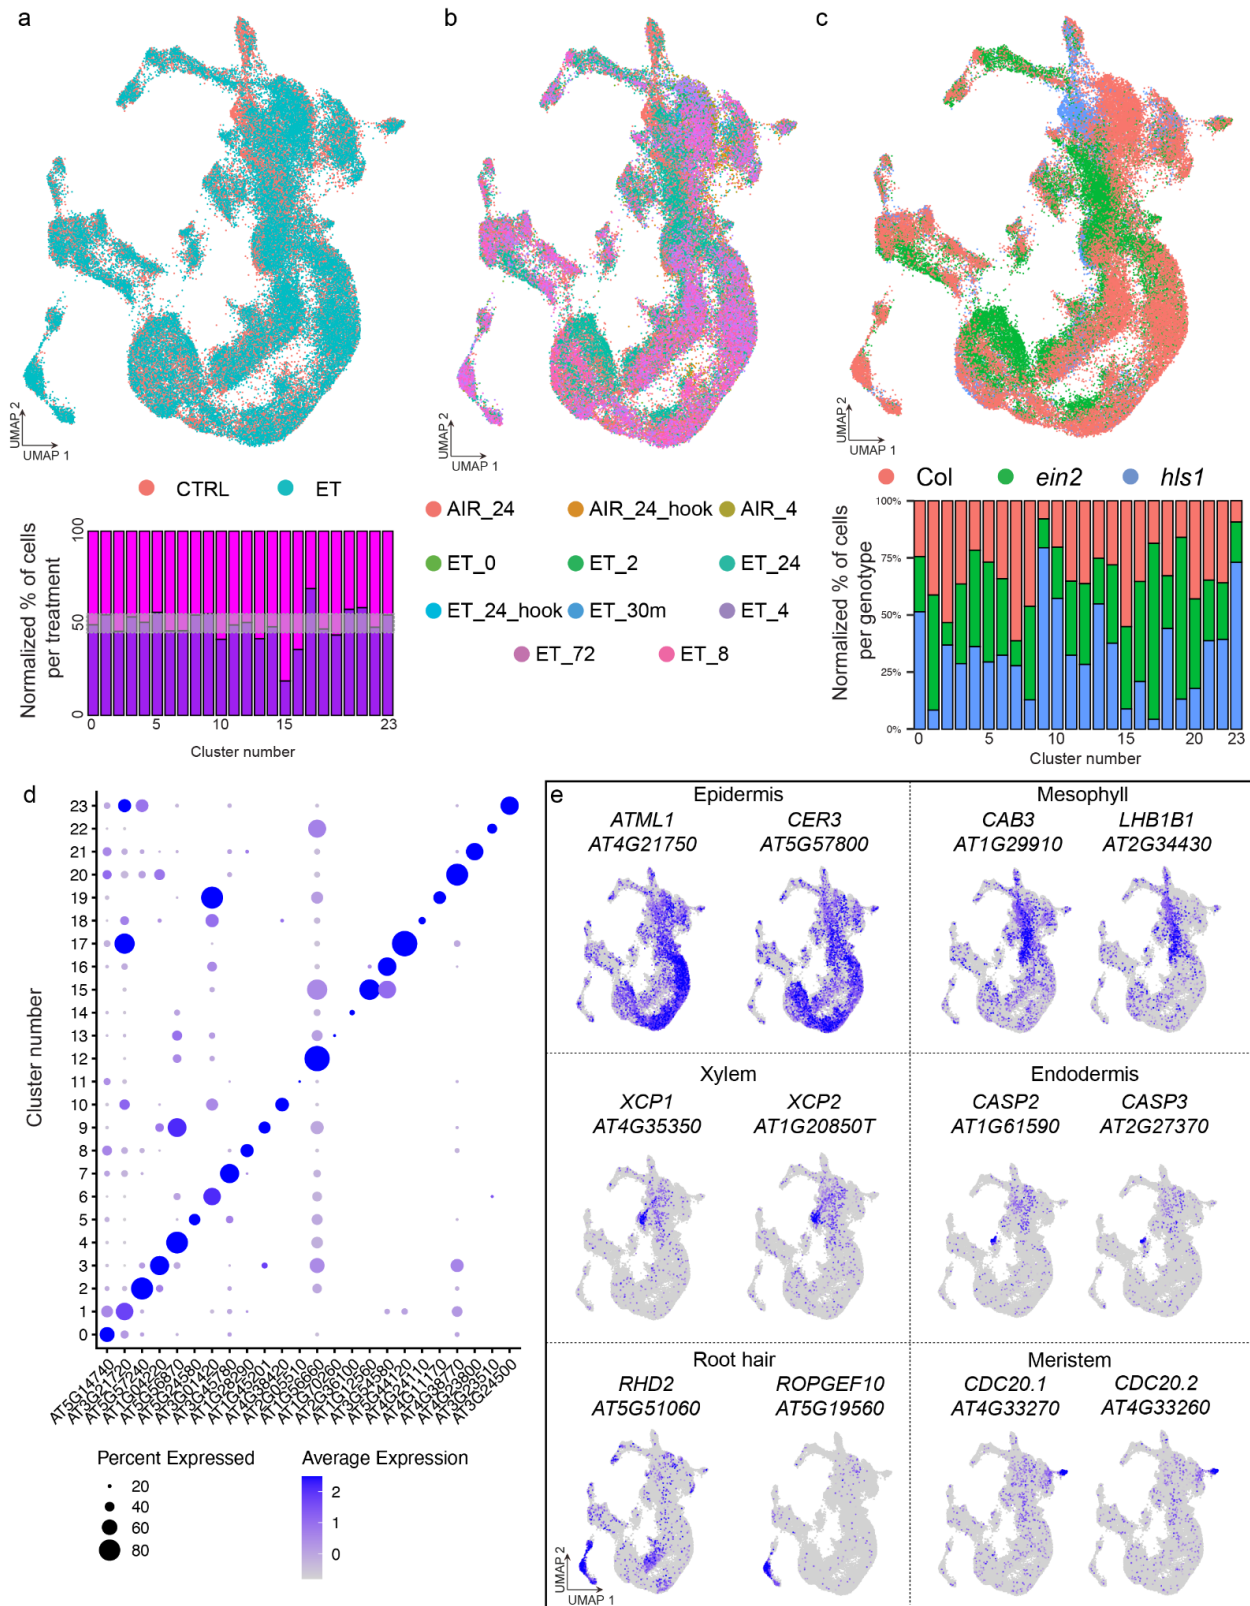

Extended Data Fig. 1. Identification and annotation of cell types in the integrated Arabidopsis seedling dataset.

a-c, Depiction (top) and quantitation (bottom) of single-nucleus RNA-seq datasets that correspond to conditions (**a**), treatments (**b**), and genotypes (**c**) of plants included in the integrated seedling dataset. Nuclei correspond to the dataset, treatment, or genotype as indicated. **d**, Top markers identified for each cluster. **e**, Expression of known cell type markers within the integrated seedling dataset that correspond to epidermis, mesophyll, xylem, endodermis, root hair, and meristem cell types.

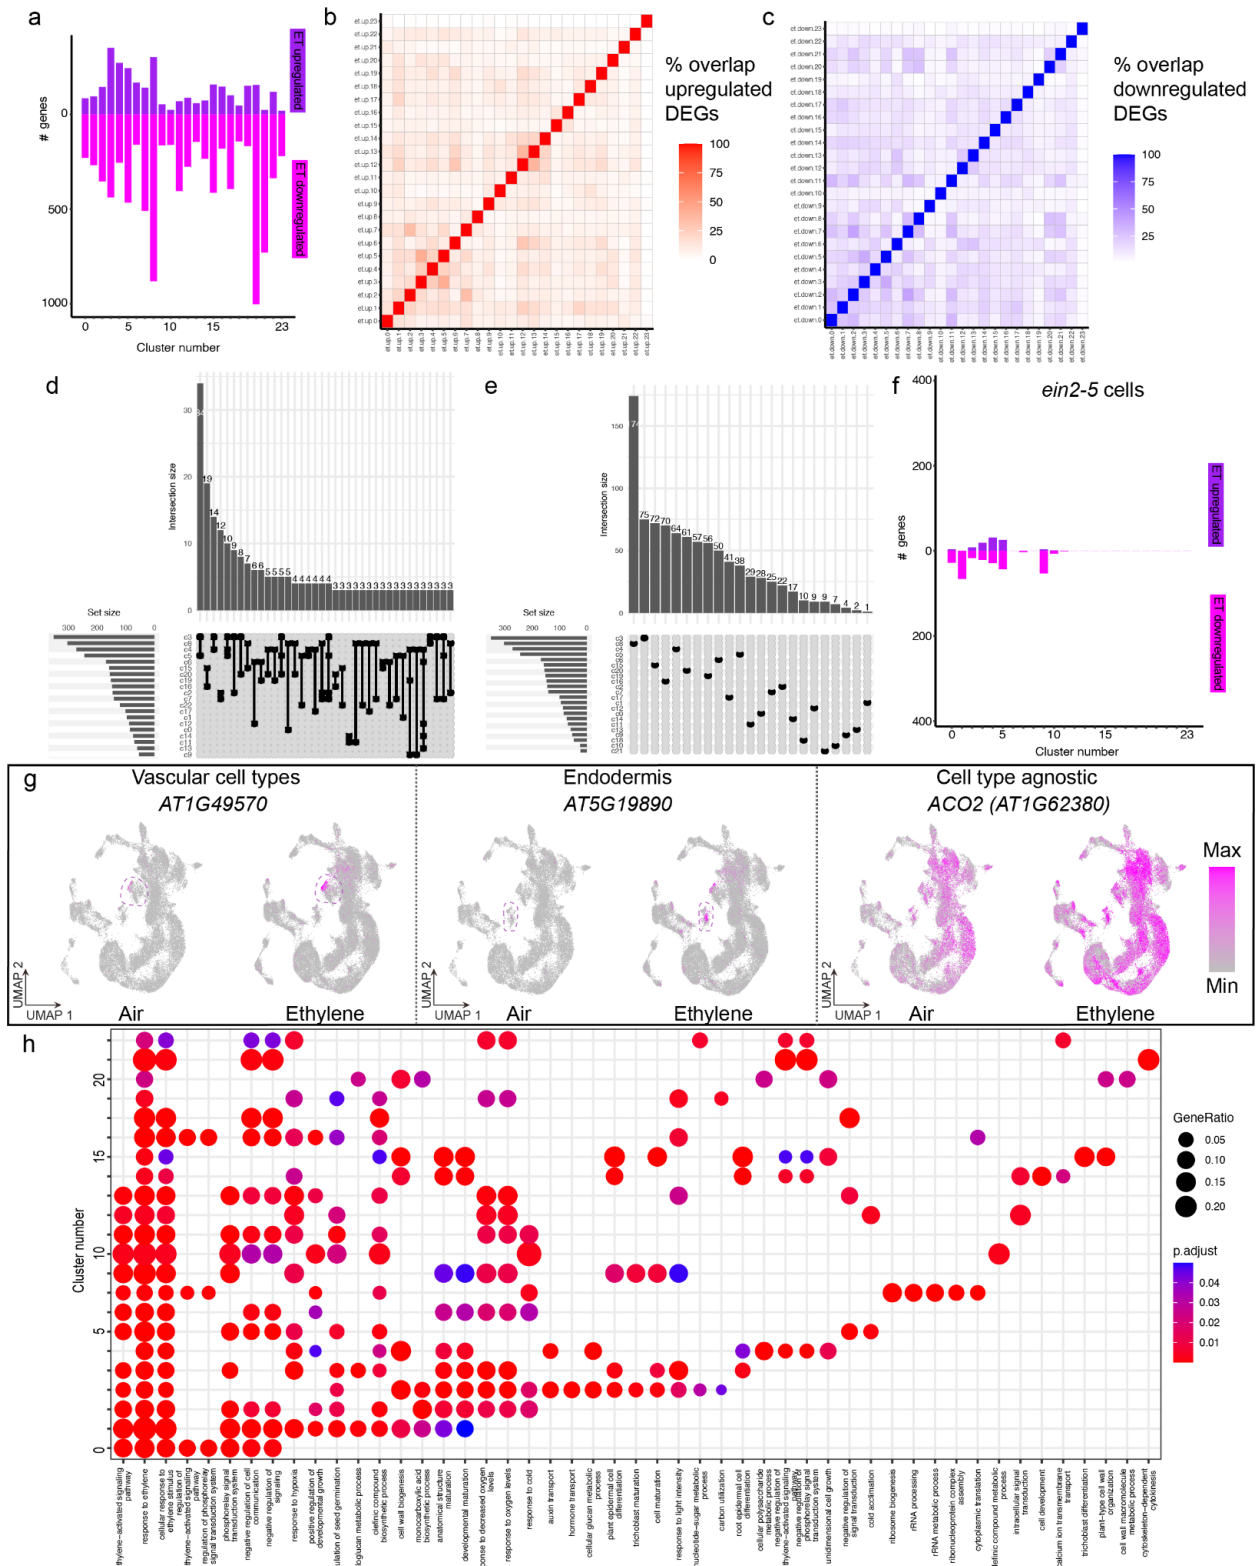

Extended Data Fig. 2. Clusters and cell types respond heterogeneously to ethylene treatment

a, Number of differentially expressed (DE) genes identified between control and ethylene-treated conditions of cells within each cluster. $FDR < 0.05$. **b,c**, Percent overlap of genes upregulated (**b**) or downregulated (**c**) by ethylene treatment between all clusters of the seedling dataset. **d,e**, Upset plots of ethylene upregulated genes identified among clusters. Ethylene upregulated genes shared between two or more clusters (**d**, greater than two per category group) or ethylene-induced genes unique to single clusters (**e**) are depicted. **f**, Number of DE genes between control and ethylene-treated conditions of only *ein2-5* cells. $FDR < 0.05$. **g**, Representative examples of cell type-specific (vascular and endodermis cell types) and cell type-agnostic ethylene-induced genes. **h**, GO term enrichment of ethylene-induced genes identified for each cluster.

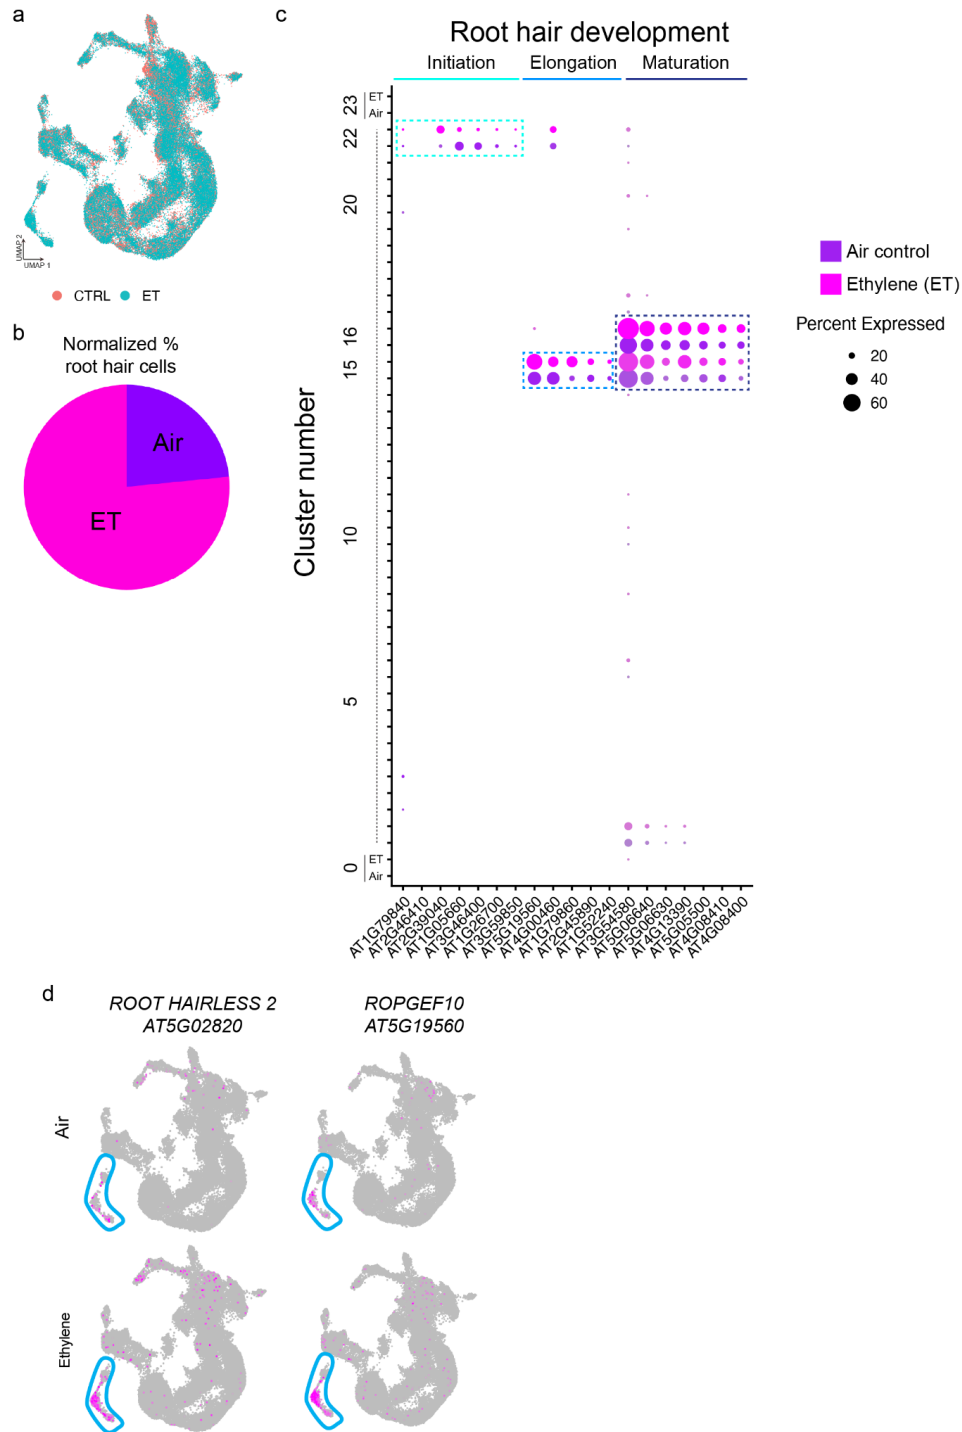

Extended Data Fig. 3. Single-nucleus RNA-seq captures transient ethylene-induced ectopic root hair development.

a,b, Root hair cell clusters (clusters 15, 16, and 22) (**a**) are overrepresented in ethylene-treated conditions compared to control (**b**). **c**, Split dotplot expression of genes involved in root hair initiation, elongation, and maturation. For each cluster, expression is depicted for control and treated cells, which are depicted in purple and magenta, respectively. **d**, Representative images of select root hair development genes are depicted in control and ethylene-treated cells.

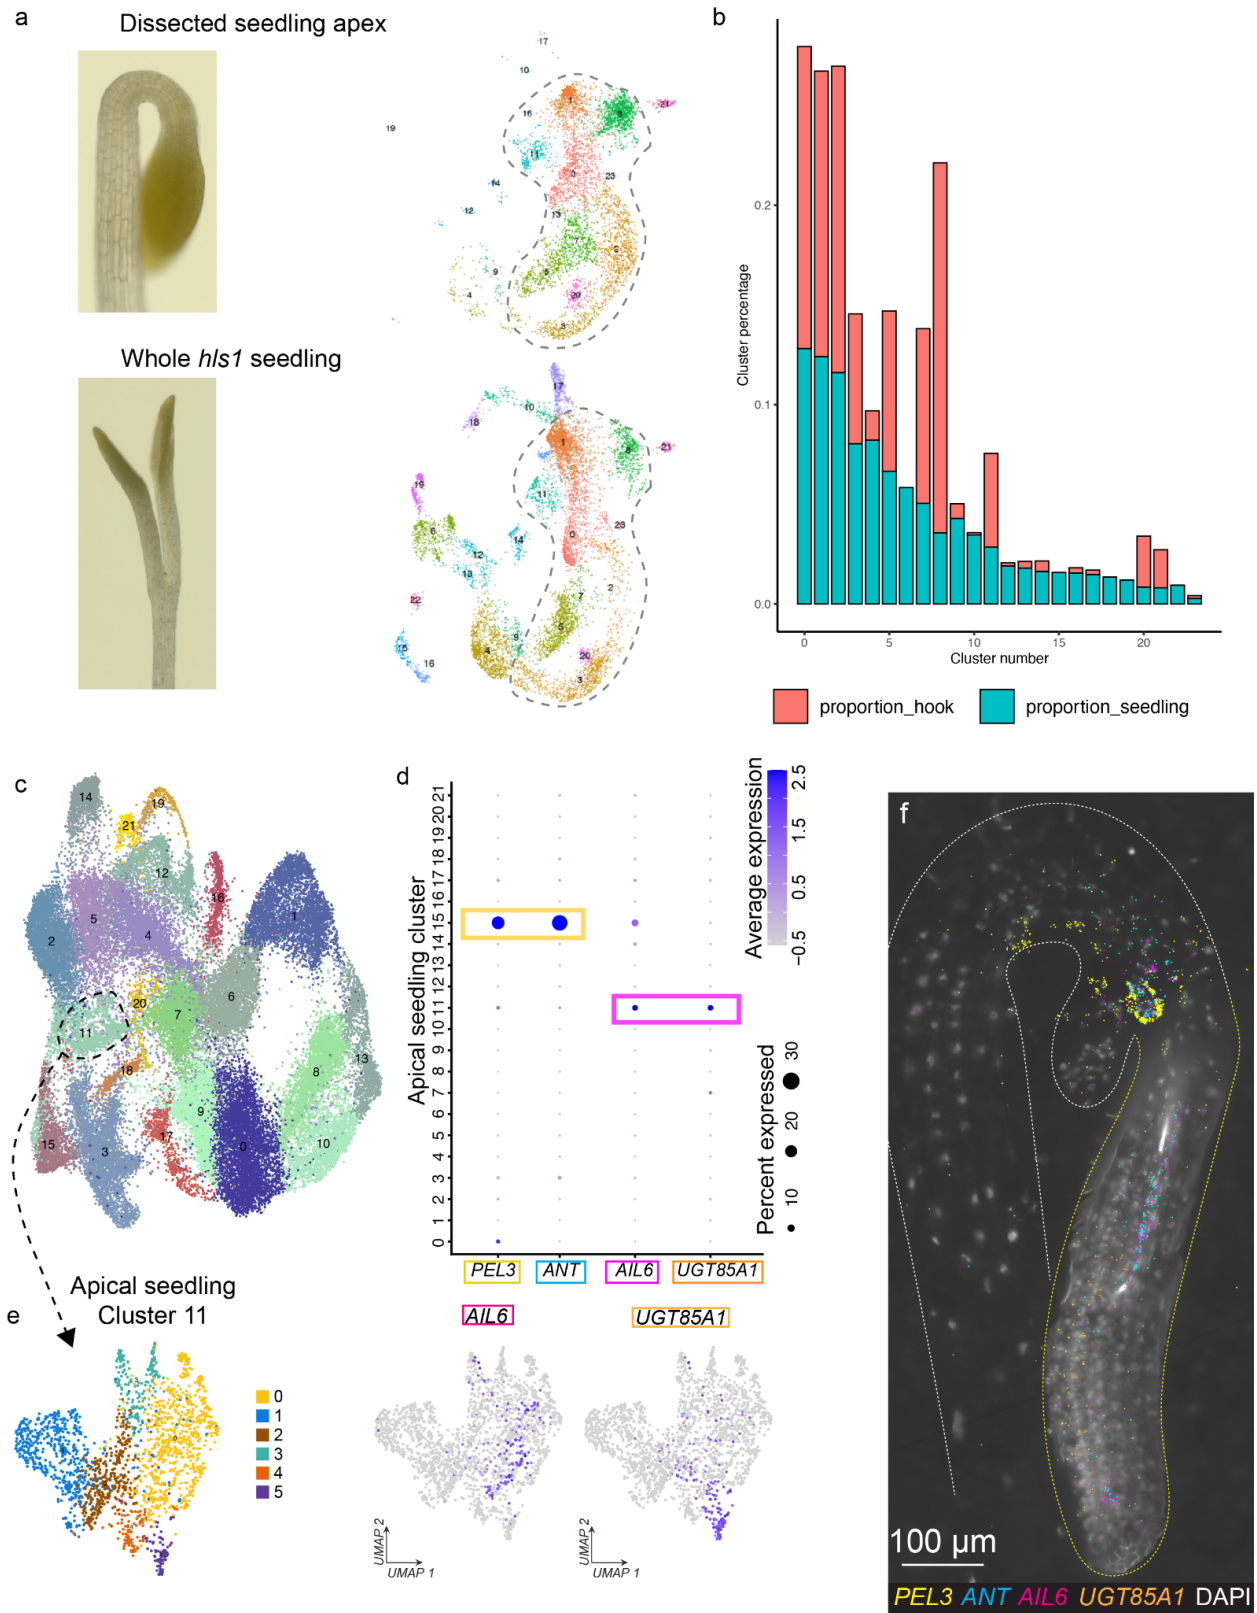

Extended Data Fig. 4. Cells of the seedling apex represent diverse cell types and cell states.
a, Cells in the dissected seedling apex and *hls1* whole seedlings uniquely represent and are depleted for the same clusters. **b**, Quantitation of cells corresponding to whole seedling samples

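In the MERFISH regions, PEL3 was 1193 ± 548 CPM (SD, n = 2) in Col-0 air, the AP2 factors ANT and AIL6 were 670.5 ± 78.3 and 914 ± 131 CPM, and the glucosyltransferase UGT85A1 was 567 ± 79.1 CPM. PEL3, a member of the apical hypocotyl region list c26, and ANT lay in bins of that list in 7 of 7 Col-0 regions, at 1.25 ± 0.80 and 1.55 ± 0.72 (adjusted p = 0.0375, exact sign-flip test). AIL6 had 1.00 ± 0.74 in 6 of 7 regions and did not pass (adjusted p = 0.058, exact sign-flip test), nor did UGT85A1 at -0.10 ± 0.78 (adjusted p = 0.798). ANT and AIL6 lay together in 6 of 6 regions, at 2.85 ± 0.48, where 6 regions cannot pass (adjusted p = 0.058, exact sign-flip test). Along the bent pieces ANT lay at 5.92 to 13.6% of the traced length in 4 air pieces, but at 37.2 and 48.7% in the 2 ethylene pieces. AIL6 lay at 7.67 to 15.9% and at 34.5 and 28.7%. Sharing of seedlings between regions would make these p-values too small.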

and dissected apical hook samples. **c**, Re-clustering of the nine clusters that represent the apical hook and shoot apex of seedlings. **d**, Expression of select marker genes that correspond to young cotyledon (cluster 15; *PEL3* [*PERMEABLE LEAVES3*; *AT5G23940*], *ANT* [*AINTEGUMENTA*; *AT4G37750*]) and meristematic (cluster 11; *AIL6* [*AINTEGUMENTA-LIKE 6*; *AT5G10510*] and *UGT85A1* [*AT1G22400*]) cell clusters. **e**, Re-clustering of the meristematic cell cluster (cluster 11) with expression of the cluster 11 markers *AIL6* and *UGT85A1* within the re-clustered cells. **f**, Representative single-molecule detection of *PEL3*, *ANT*, *AIL6*, and *UGT85A1* in the seedling apical hook and shoot apex region. Scale bar, 100 μ m.

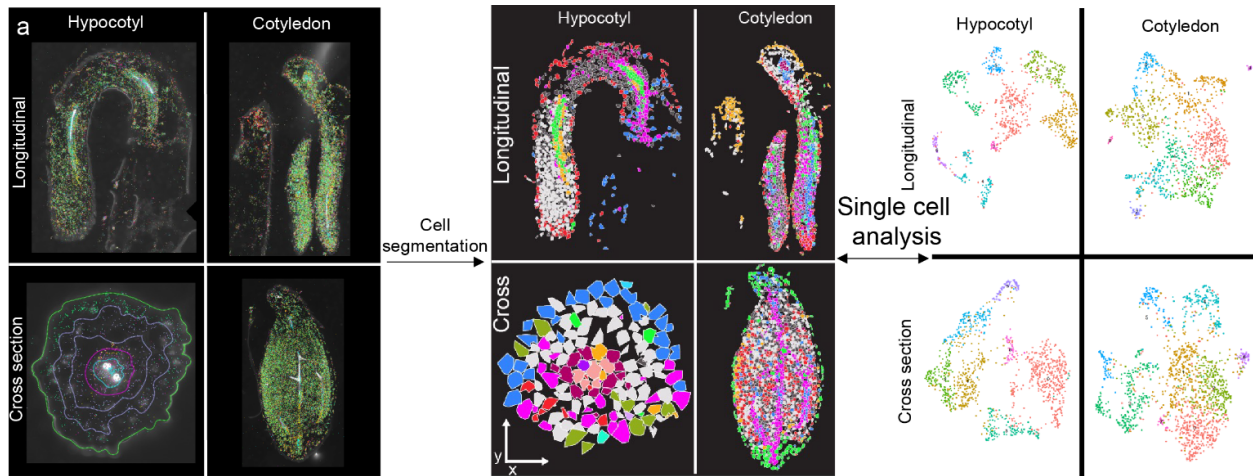

MERFISH
1,000 target genes

b Single cell dataset
Col air

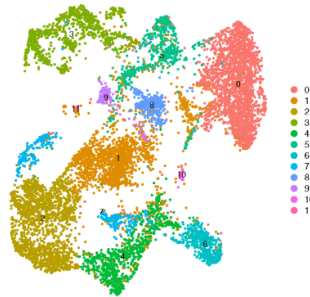

Col ethylene

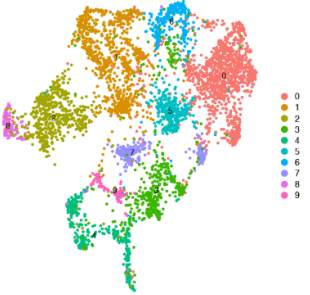

hls1 air

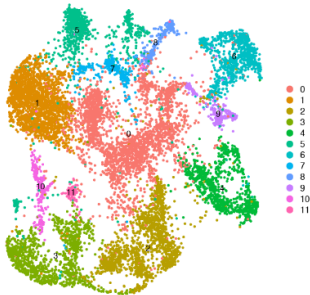

Spatial single cell coordinates

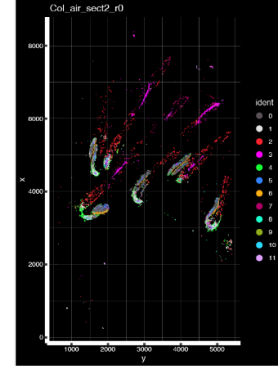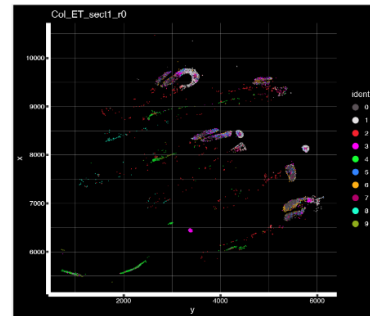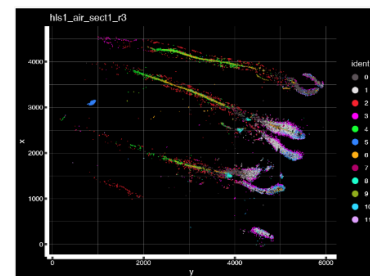

Extended Data Fig. 5. Single-cell analysis of segmented spatial datasets identifies seedling

cell types.

a, Diagram of analyses performed for single-molecule MERFISH datasets, including cell segmentation and standard single-cell analyses. **b**, Representative clustering results and spatial coordinates of MERFISH single-cell datasets. Cells are colored according to cluster identity, as depicted in the corresponding UMAP.

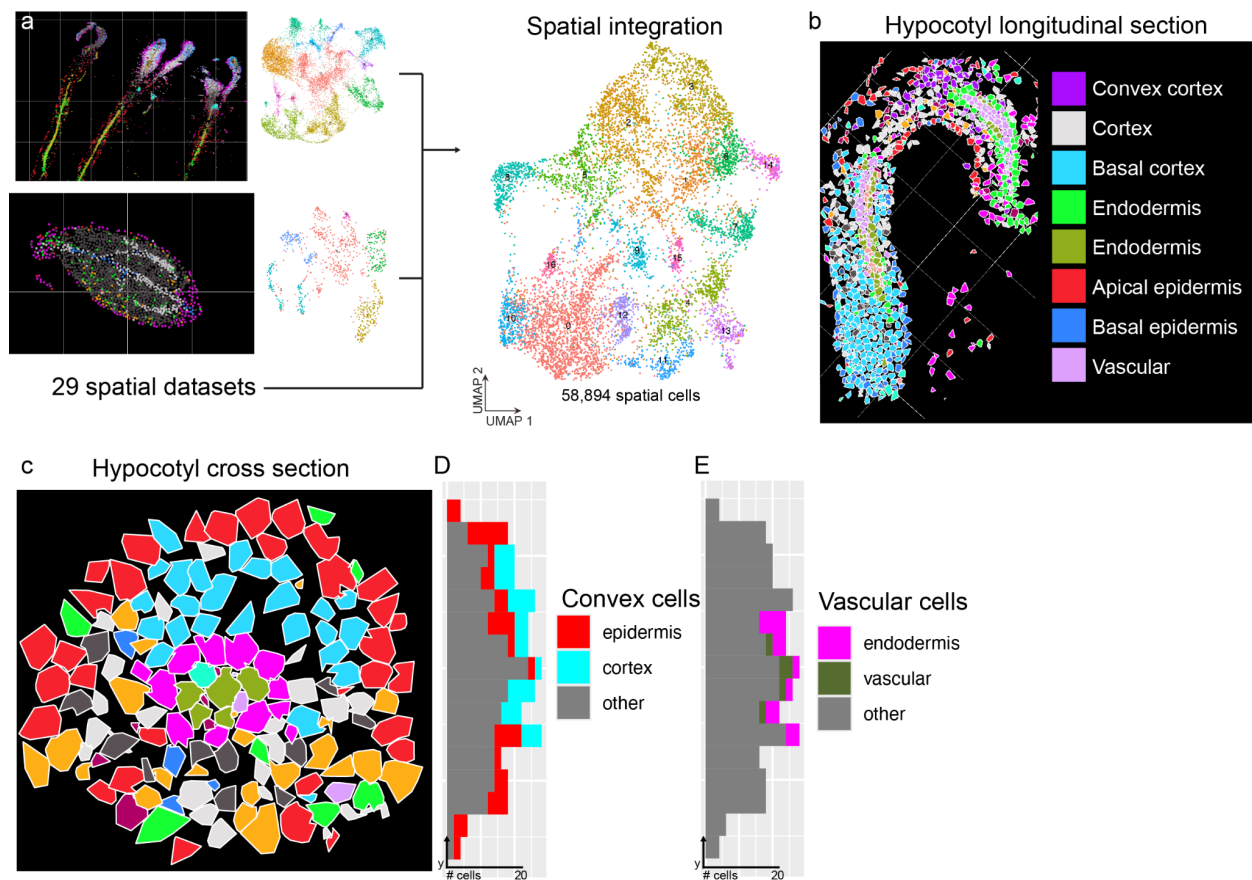

Extended Data Fig. 6. Integration of spatial datasets identifies clusters that correspond to cell types and cell states.

a, Diagram of integration of all spatial datasets and the resulting dimensionality reduction. **b,c**, Spatial cell coordinates with annotated clusters of a longitudinal (**b**) and cross-section (**c**) of the apical hook section (corresponds to Fig. 2B). **d,e**, Quantitation of epidermis and cortex cell types (**d**) and endodermis and vascular cell types (**e**) across spatial bins along the y-axis.

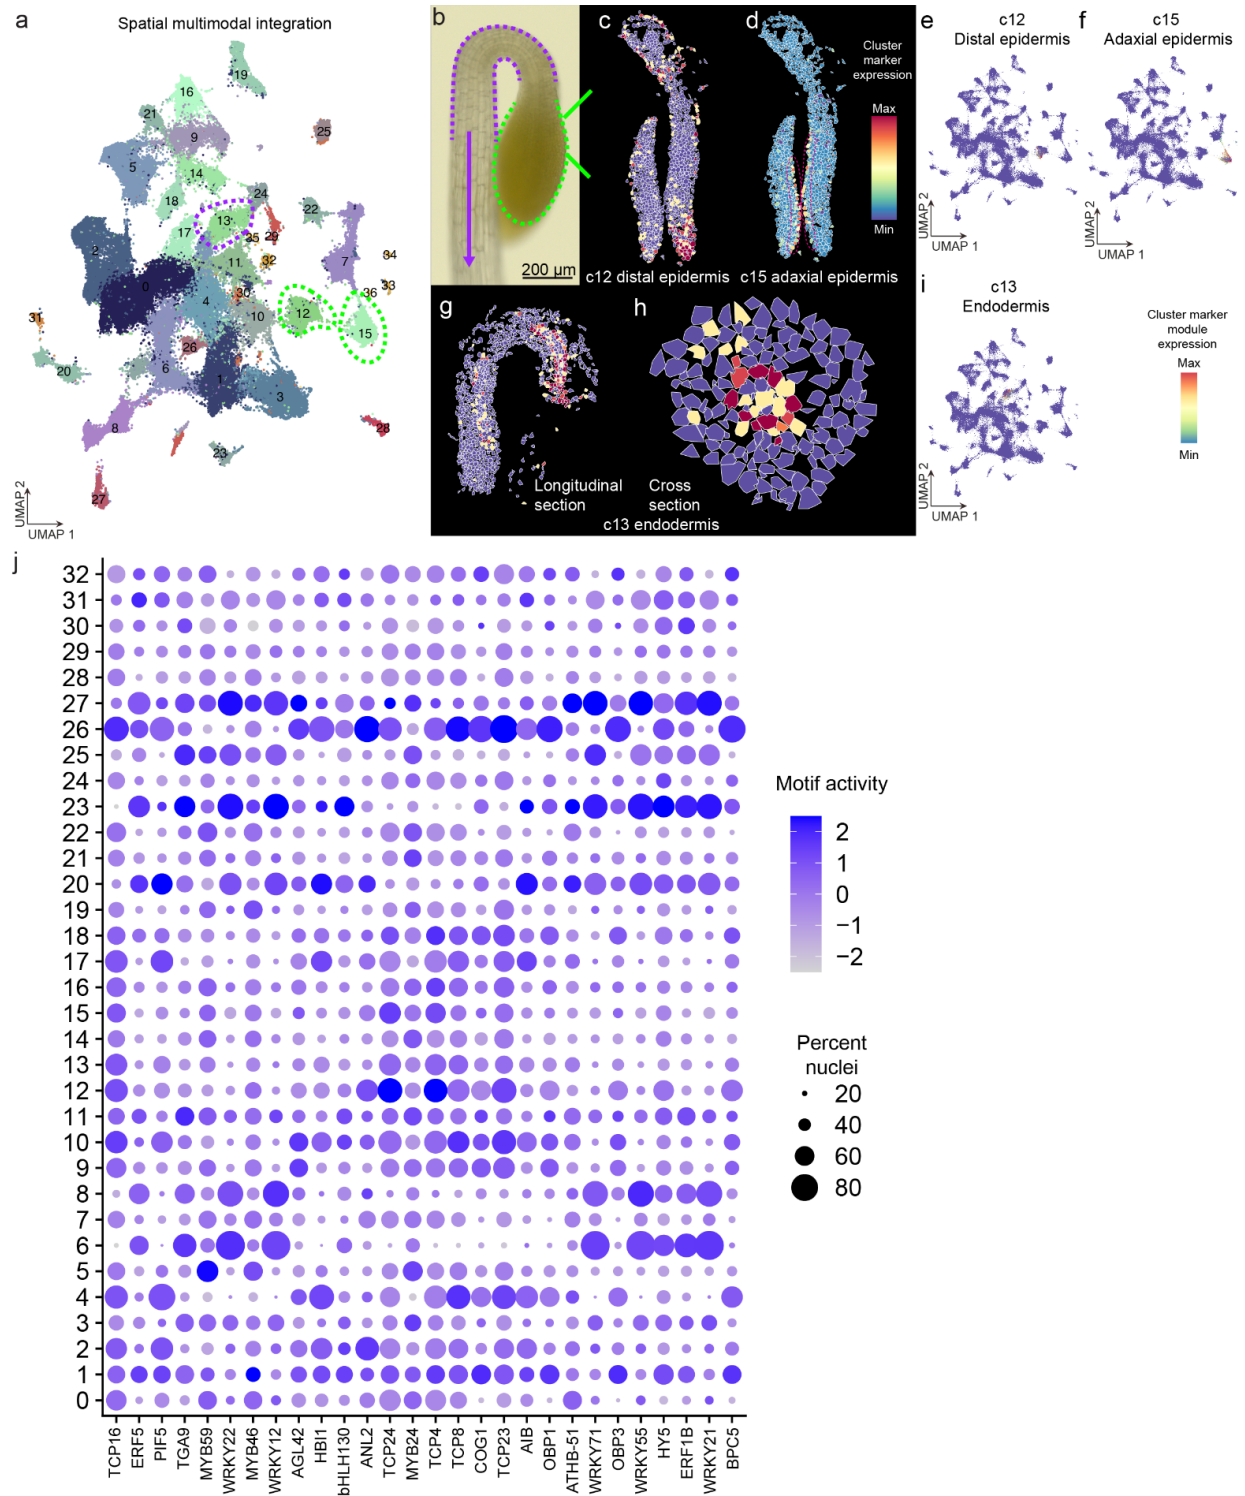

Extended Data Fig. 7. Spatial multi-modal integration reveals spatially distinct cell type subpopulations.

a, Spatial multi-modal integration of single-nucleus RNA and multiomic datasets with spatial

cell datasets. Clusters corresponding to distal epidermal (cluster 12) and adaxial epidermal (cluster 15) cell populations are circled for emphasis. **b**, Representative image of regions within the apical hook. **c,d**, Spatial expression of distal epidermis (**c**) and adaxial epidermis (**d**) markers within cotyledons and the AHR. **e,f**, Expression of distal epidermis and adaxial epidermis markers in the spatial multi-modal dataset. **g,h** Spatial expression of endodermis markers (cluster 13) in longitudinal (**g**) and cross sections (**h**) of hypocotyls. **i**, Expression of endodermis markers in the spatial multi-modal dataset. **j**, Top motif within accessible chromatin (motif activity) for each cluster.

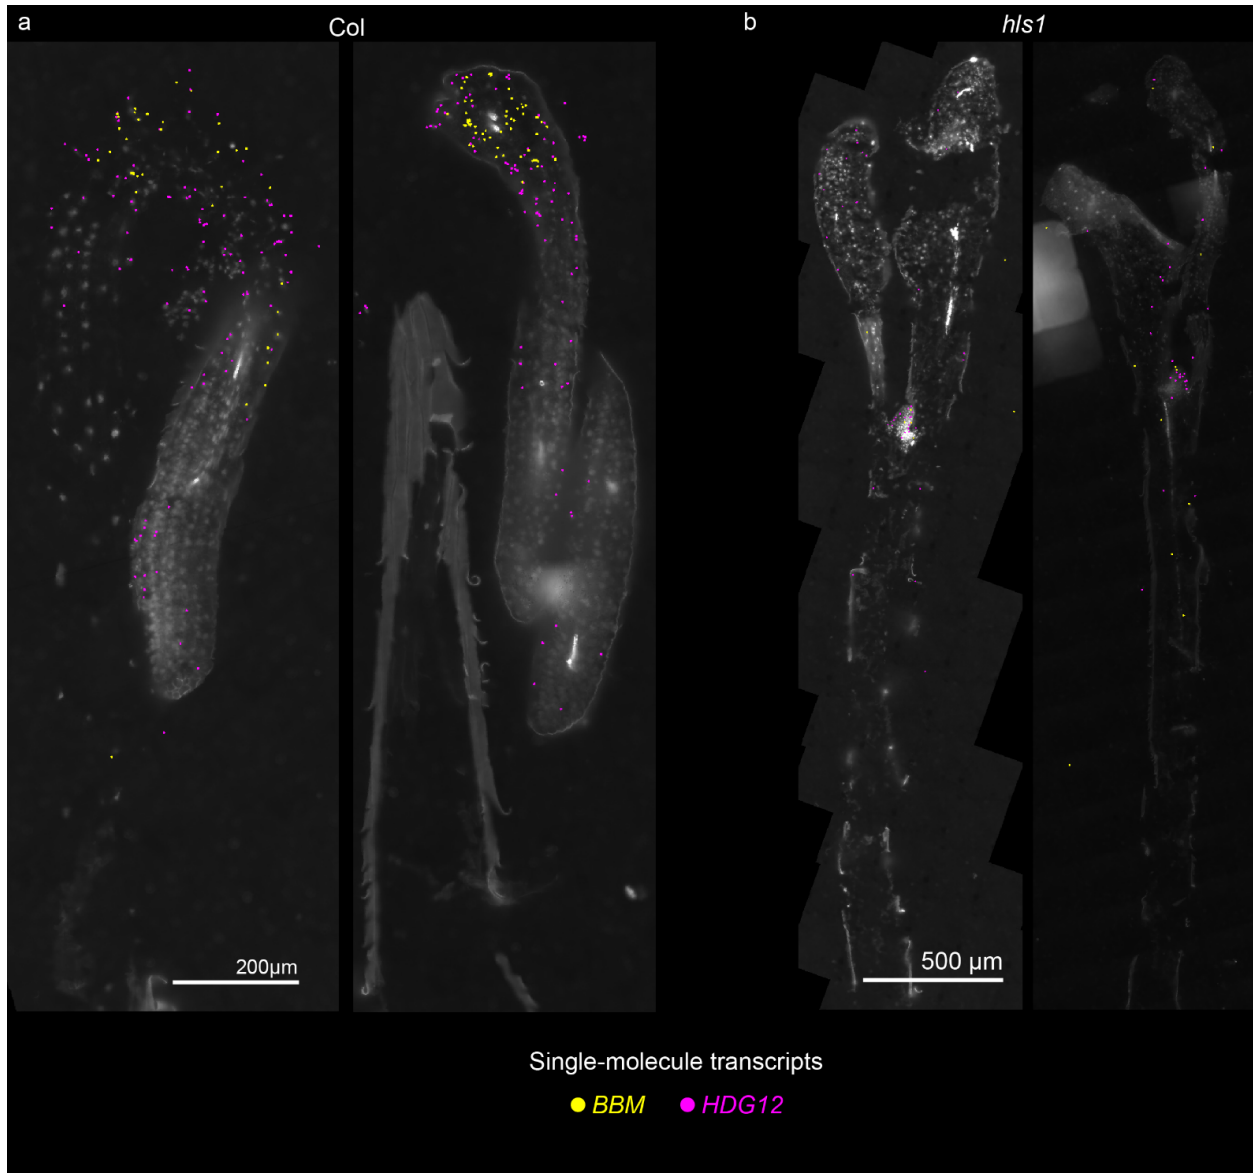

Extended Data Fig. 8. Asymmetric accumulation of developmental regulators is specific to cells within the apical hook.

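In hls1, BBM was 91.5 ± 76.7 CPM (SD, n = 7 regions), a log2 fold change of -1.73 from Col-0 air (standard error 0.62, adjusted p = 0.1 from limma). HDG12 was 180.4 ± 46.7 CPM (n = 7), a log2 fold change of -1.15 (standard error 0.39, adjusted p = 0.0896 from limma). Neither passed limma over the whole region, nor did CRF2. Each hls1 region was still below both Col-0 air regions. The highest hls1 and lowest Col-0 air levels were 246 and 304 CPM for BBM, and 219 and 310 CPM for HDG12. The exact permutation test used for the CRF2 level was not run on these whole-region levels. In the traced hypocotyl pieces, BBM was 47.2 ± 105 CPM (n = 5) in hls1 and 1582 ± 668 CPM (n = 2) in Col-0 air, with 4 and 194 molecules, and HDG12 was 124 ± 169 and 1195 ± 506 CPM. Both differences had p = 0.0476, the smallest that 2 against 5 regions allow in a two-sided exact permutation test. The hls1 pieces may cover other parts of the hypocotyl than the Col-0 pieces. Of the 19 genes measured there, 13 were lower at that p and EIR1 was higher. The 19 were taken because the paper names them and are not a background set. An effect of the genotype therefore cannot be told apart from a difference in the part traced. BBM asymmetry is not reported here, since 4 of 5 hls1 pieces hold no BBM molecule. This rule was chosen after a test with such pieces counted as 0 had reached the smallest possible p. Nor can that of HDG12 be judged: the 3 hls1 pieces with a molecule hold 7 in all, and 3 against 2 regions allow no p under 0.1 in an exact permutation test. Regions of 1 group may come from the same seedlings, so these p-values may be too small.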

a,b, Spatial single-molecule detection of *BBM* (yellow) and *HDG12* (magenta) in the apical hook of WT (**a**) and straightened hypocotyl of *hls1* seedlings (**b**). Scale bars, 200 μm and 500 μm, respectively.

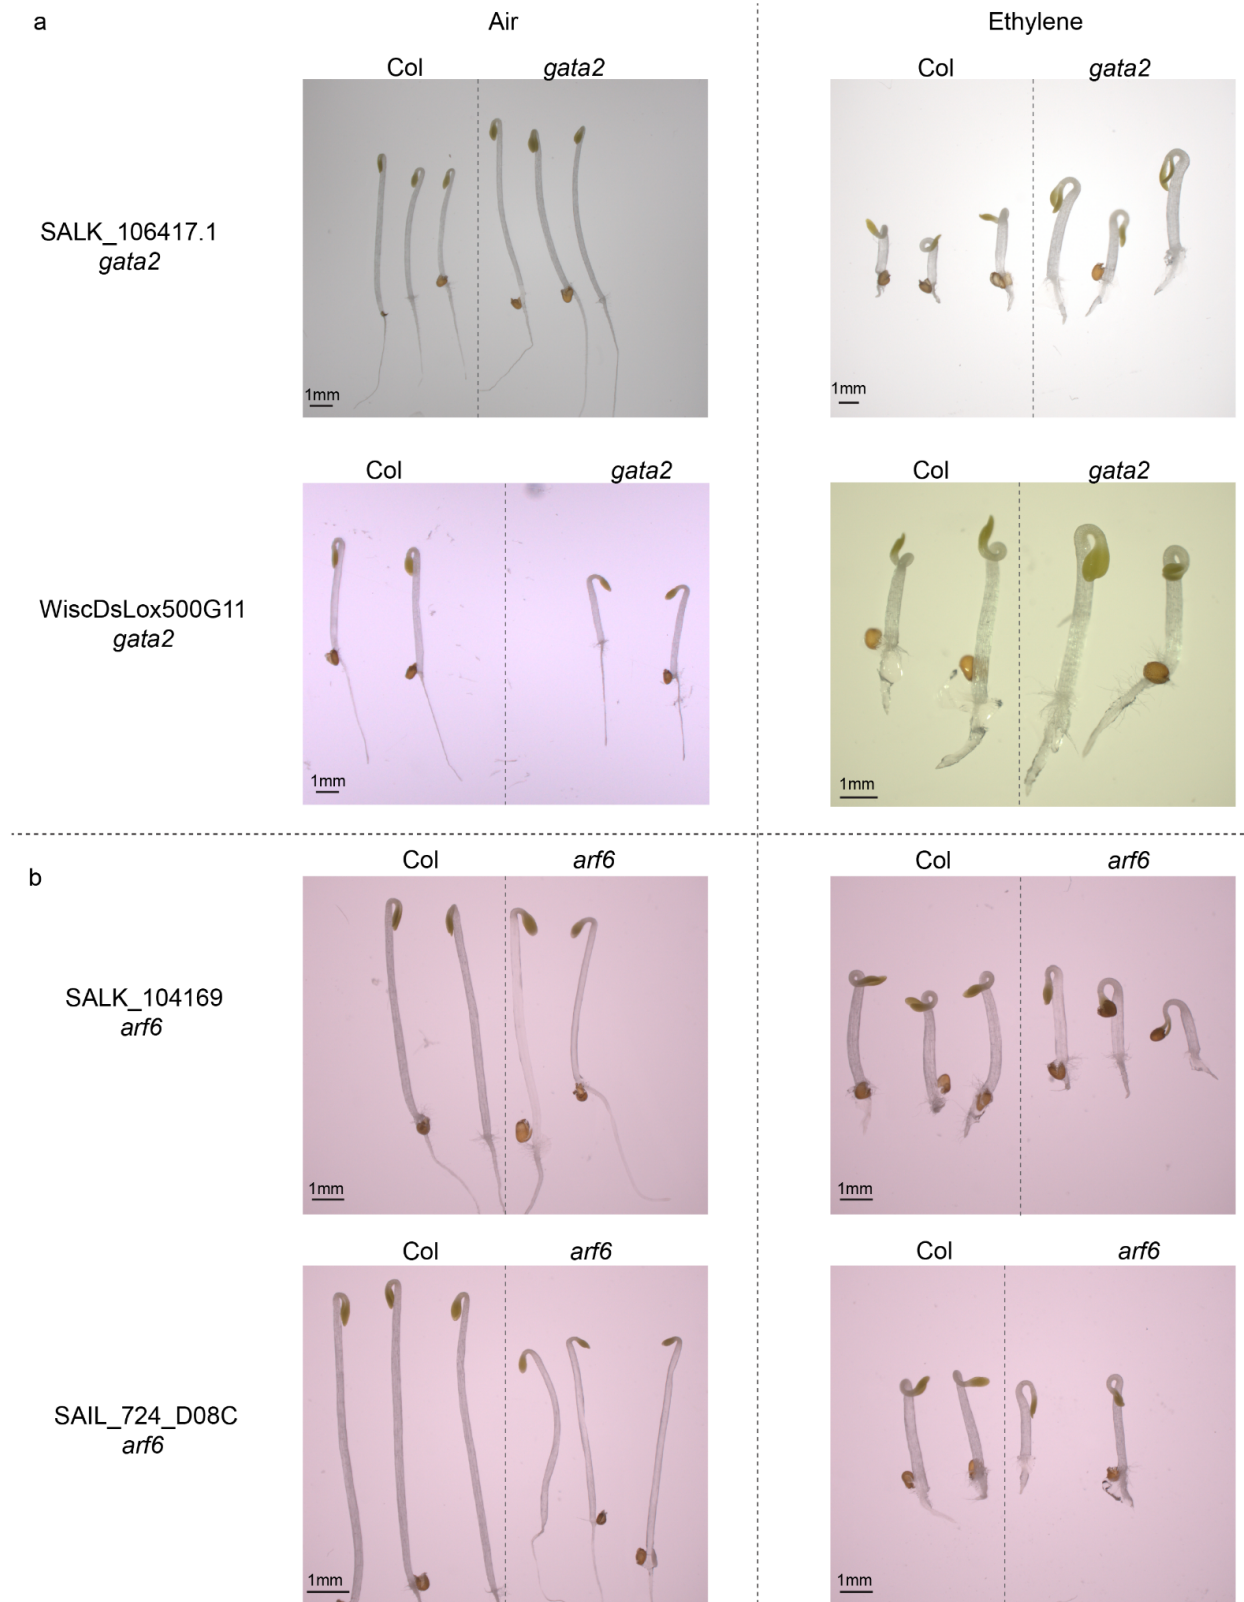

Extended Data Fig. 9. Cell state markers functionally regulate apical hook angle and exaggeration in air and ethylene treated conditions
a,b, Apical hook angle and apical hook exaggeration are perturbed in *gata2* (a) and *arf6* mutants

(b) when grown in control (air) and ethylene treated conditions, respectively. Scale bar, 1mm.

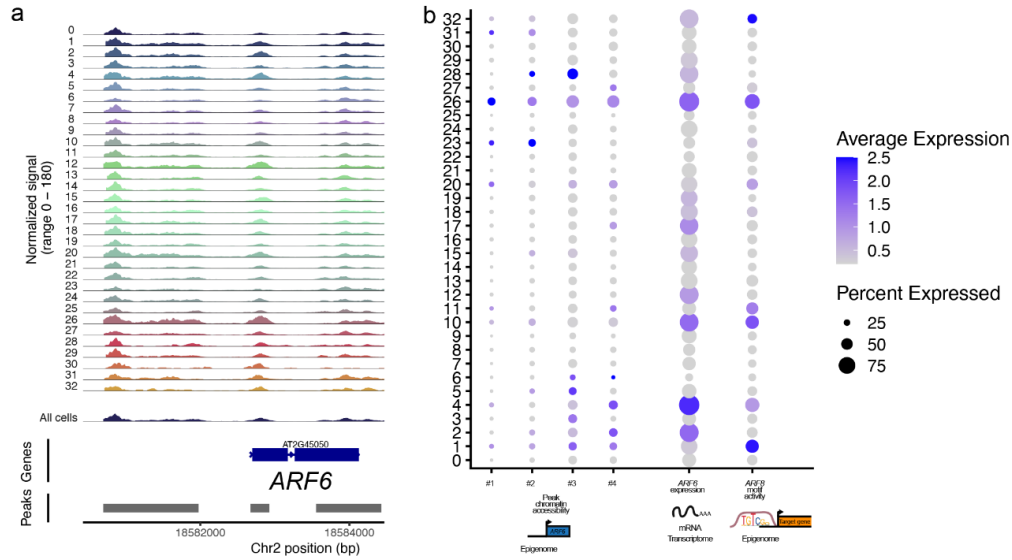

Extended Data Fig. 10. Cell state markers functionally regulate apical hook angle and exaggeration within AHR cells.

a, Chromatin accessibility within the ARF6 promoter. **b**, Quantification of chromatin accessibility within peaks in the *ARF6* promoter, expression of *ARF6*, and motif activity of putative *ARF6* target genes.

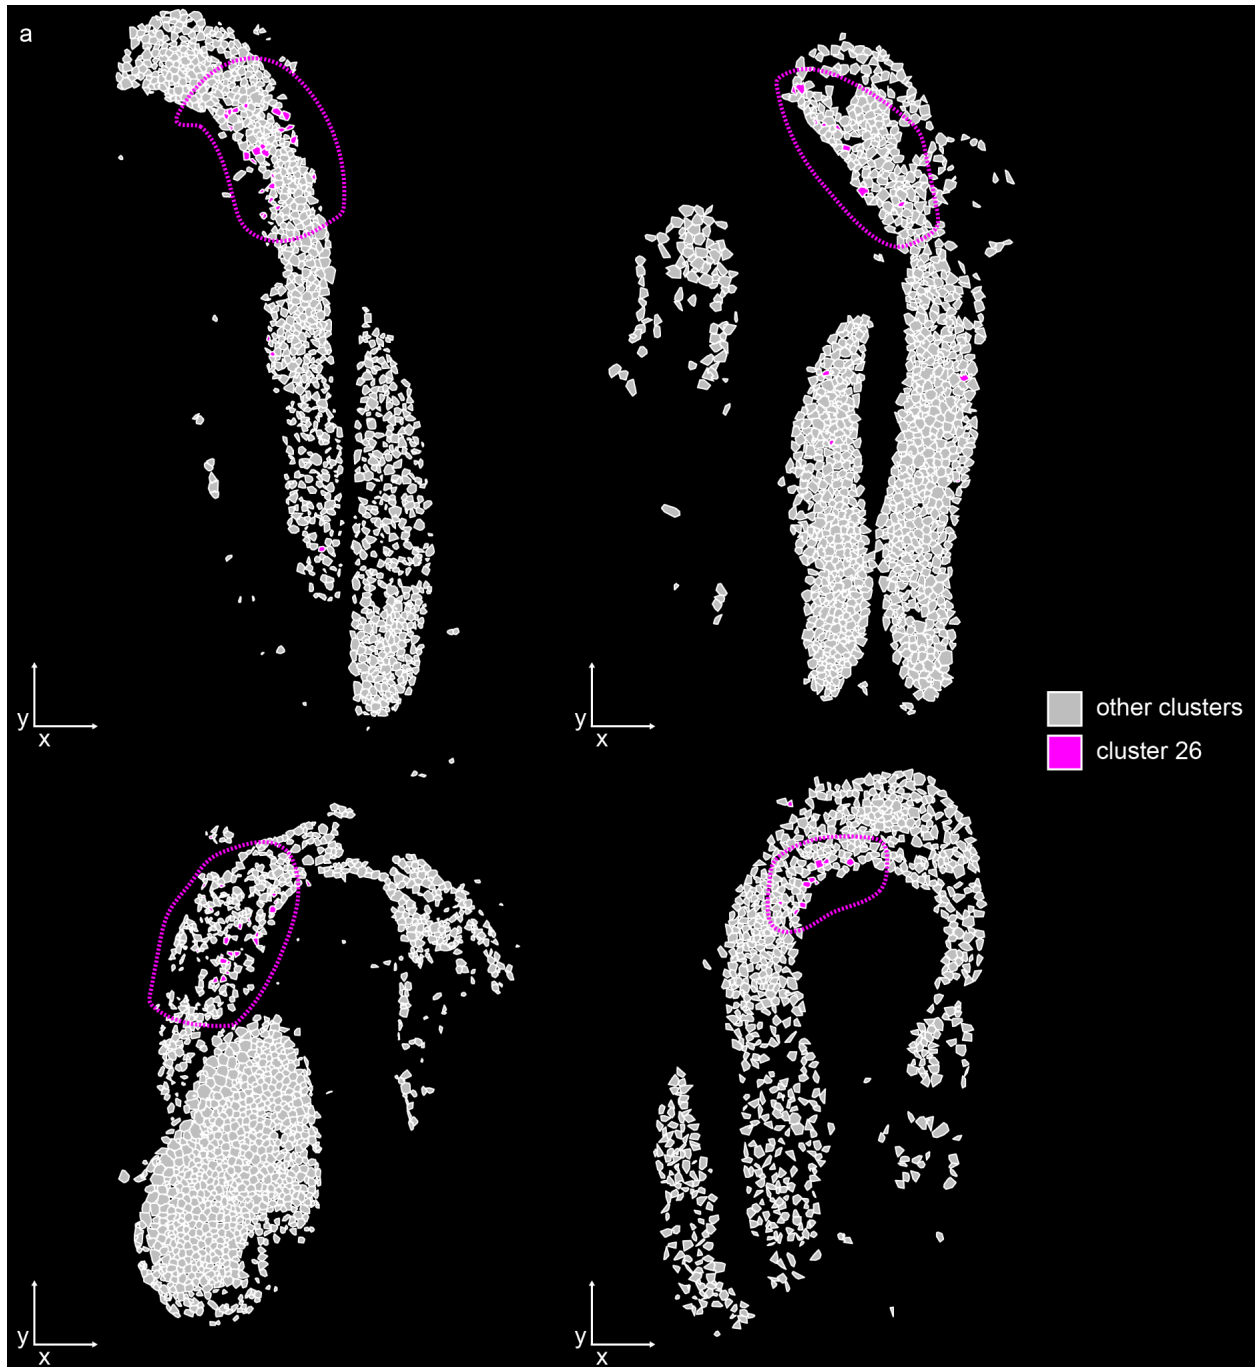

Extended Data Fig. 11. Cluster 26 cells correspond to the AHR

a, Spatial identification of cluster 26 cells in the AHR of various seedlings. Cluster 26 cells are colored pink, all other cells are colored gray. Apical hook regions that contain cluster 26 cells are circled for emphasis.

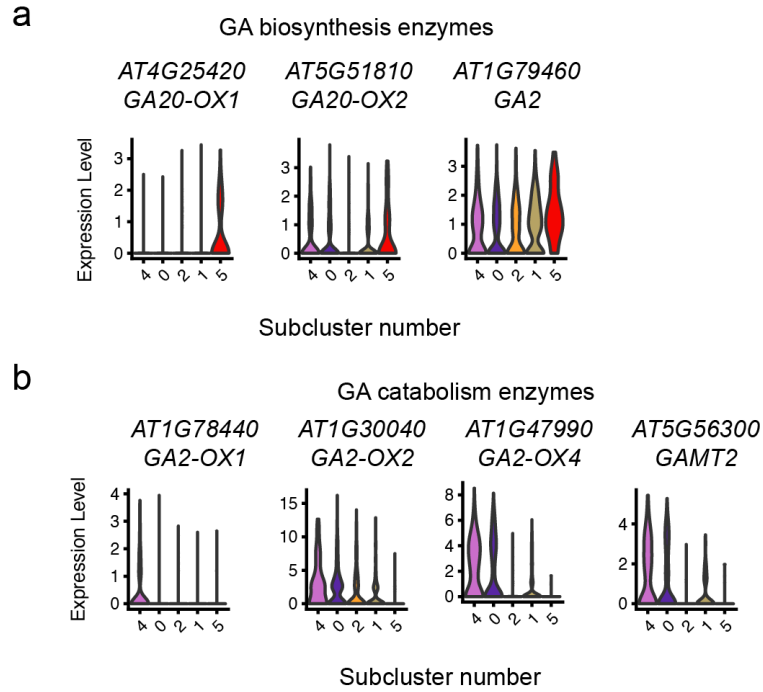

Extended Data Fig. 12. Divergent regulation of GA metabolism enzymes functionally regulate cell elongation asymmetrically within AHR cell subpopulations.

a,b, Expression of GA biosynthesis (**a**) and GA catabolism (**b**) genes within the AHR re-clustered cells.

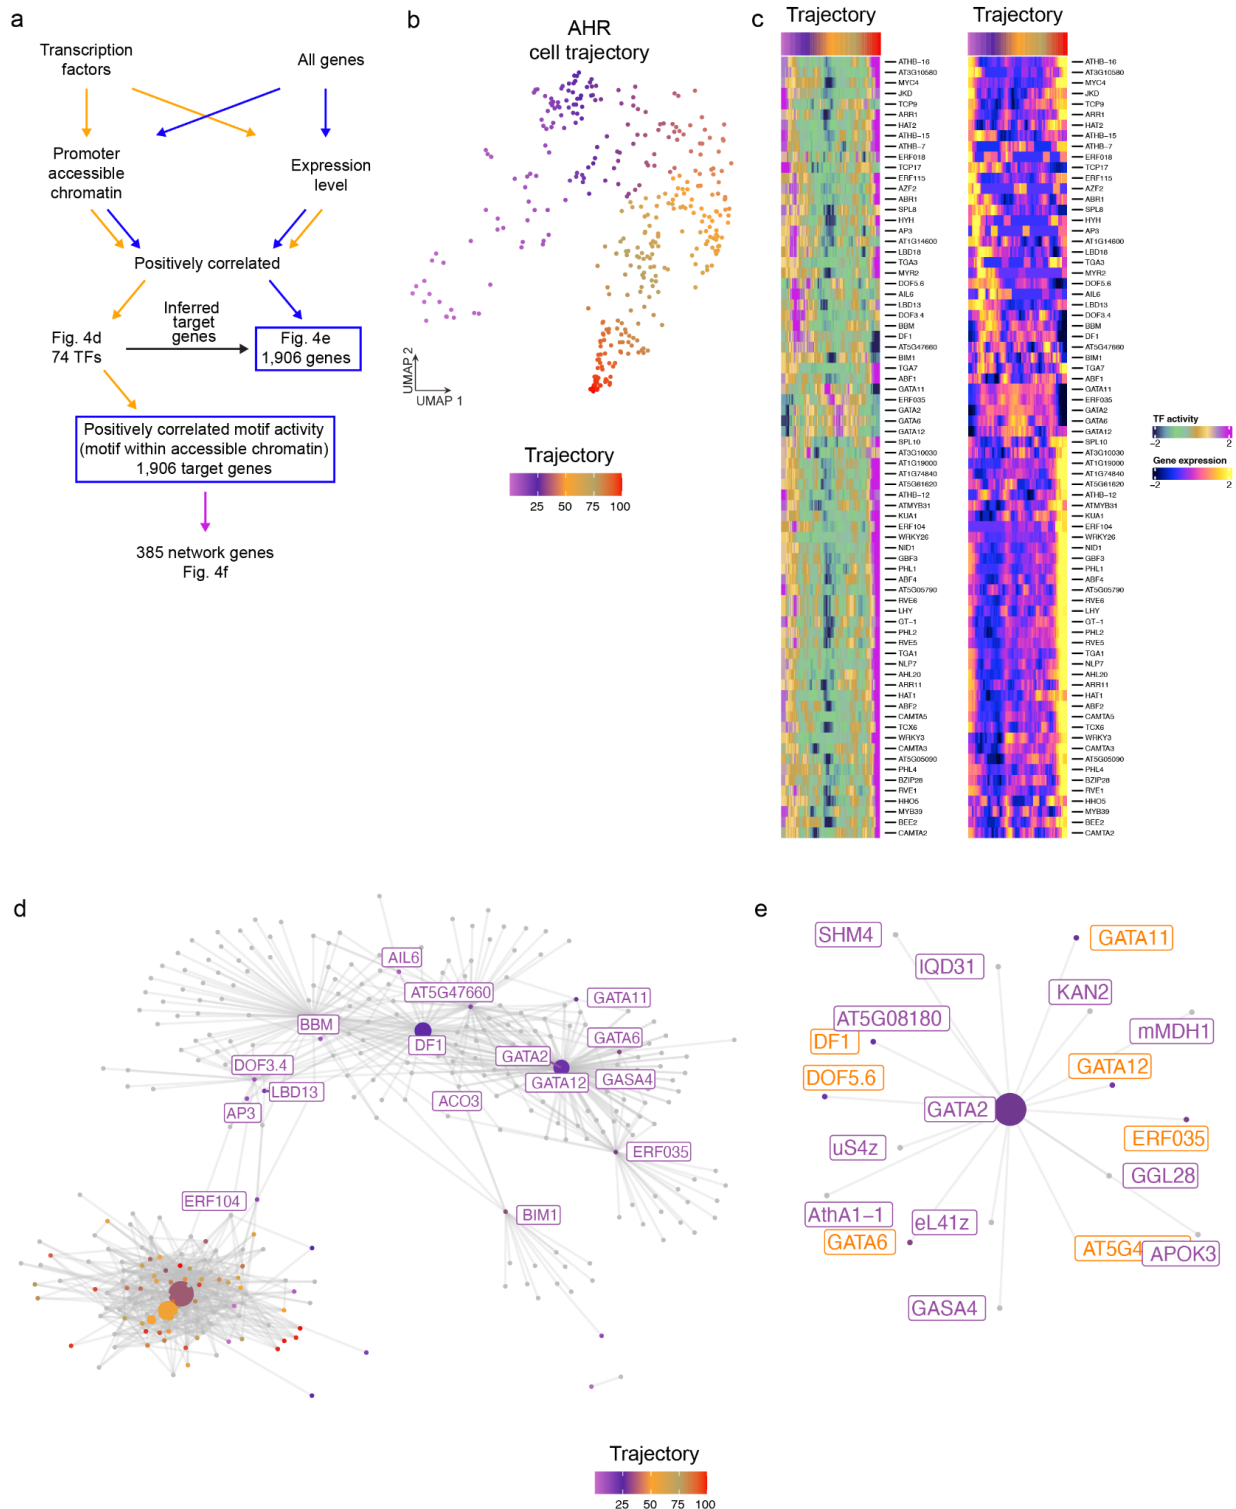

Extended Data Fig. 13. Divergent gene regulatory networks functionally regulate cell elongation asymmetrically within ARH cells.

a, Flow diagram of gene regulatory network nodes and target identification. **b**, Calculated cell trajectory of AHR re-clustered cells. **c**, Fully annotated heatmap of TF expression and motif activity of target genes. **d**, Gene regulatory network plot of the filtered GRN presented in Fig.

4F. Transcription factor nodes are colored based on their expression within the cell trajectory. Select TF nodes are labeled. **e**, Gene regulatory network plot of predicted *GATA2* targets. A full list of all TF-node interactions is presented in Supplemental Table 8.

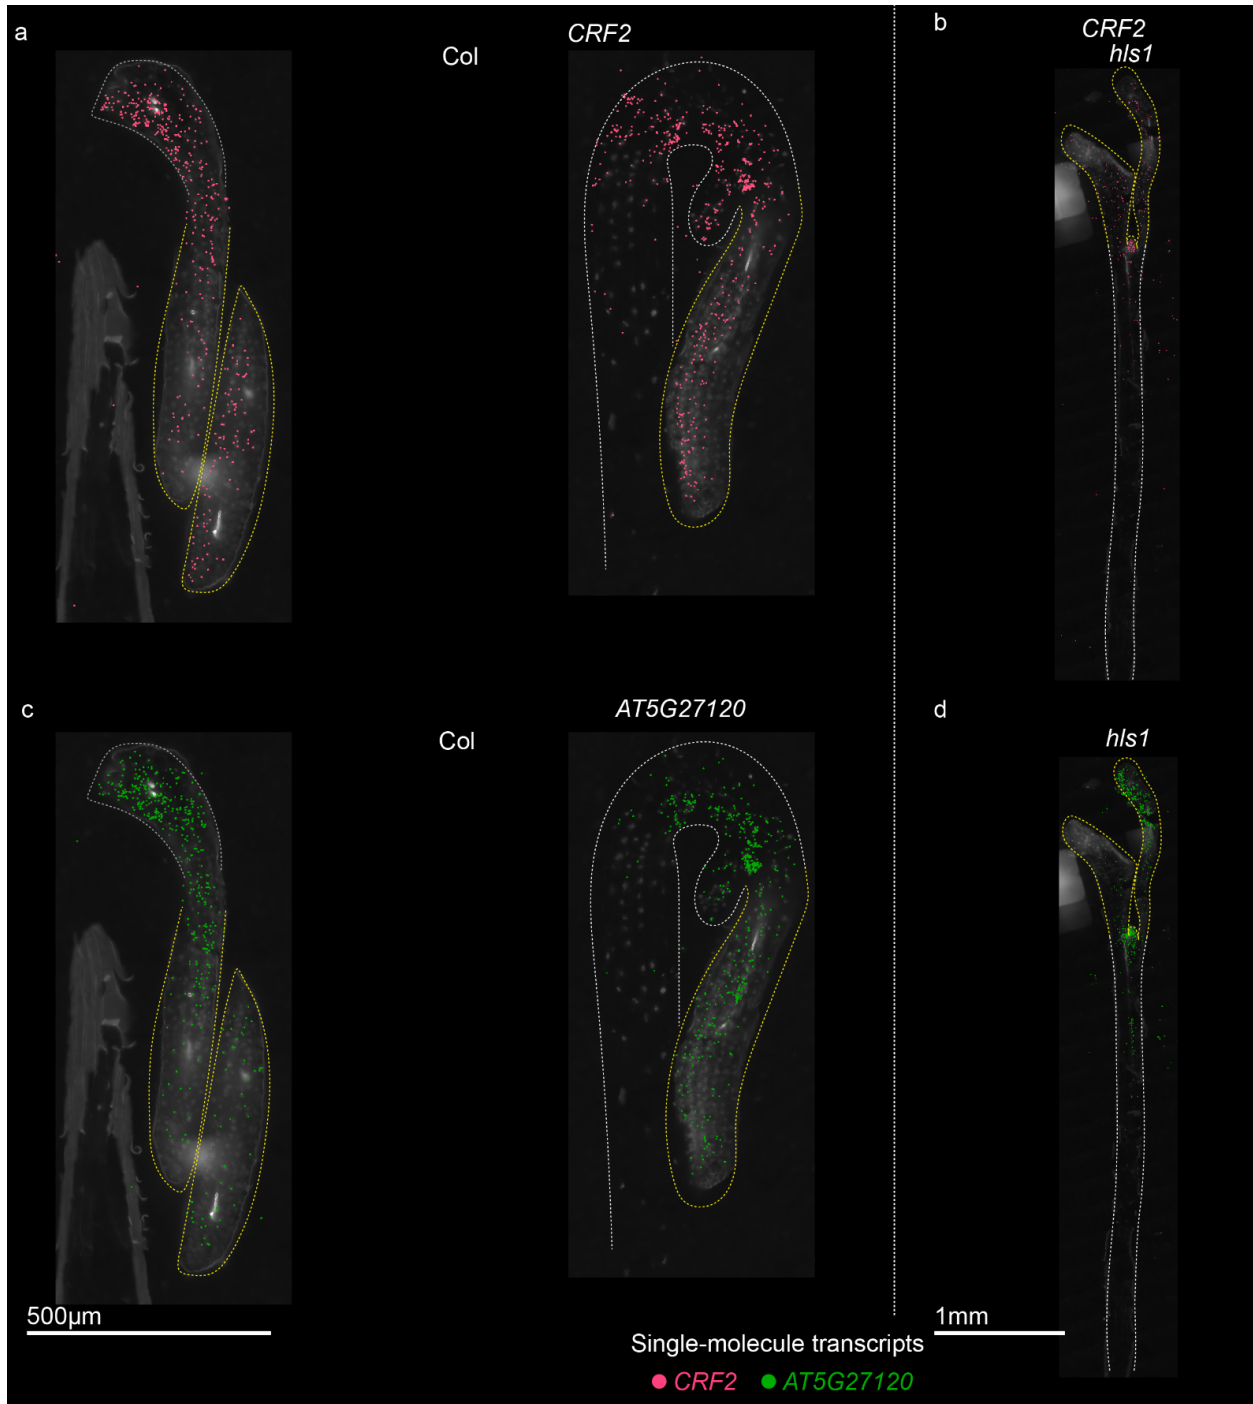

Extended Data Fig. 14. Asymmetric accumulation of GRN targets associated with cell elongation suppression within identical files of AHR cells.

a,b, Single-molecule detection of *CRF2* transcript in the AHR of WT seedlings (**a**) and *hls1* seedlings (**b**). **c,d,** Single-molecule detection of *AT5G27120* transcript in the AHR of WT seedlings (**c**) and *hls1* seedlings (**d**).

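Clumping of each gene was compared without regard to sides, cells or imaging planes. Pairs of CRF2 molecules shared a bin with a mean log2 of 2.66 ± 1.00 over expectation (SD, n = 7 regions) in hls1 and 1.75 ± 0.35 (n = 2) in Col-0 air (p = 0.25, two-sided exact permutation test). For AT5G27120 the means were 3.35 ± 1.08 (n = 6) and 1.78 ± 0.21 (n = 2), with p = 0.143 in the same exact permutation test. Leaving out hls1 region 4 gave a difference of 1.97 for AT5G27120 at p = 0.0476 in that exact permutation test, the smallest possible with 5 regions. The excess of sharing with the dividing cell list c10 over the cortex list c4 was 1.22 ± 0.86 for CRF2 in hls1 against 0.46 ± 0.36 in Col-0 air (p = 0.306, exact permutation test). For AT5G27120 it was 1.70 ± 0.91 against 0.65 ± 0.27 (p = 0.25, exact permutation test). Where seedlings are shared between regions, these p-values are too small.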

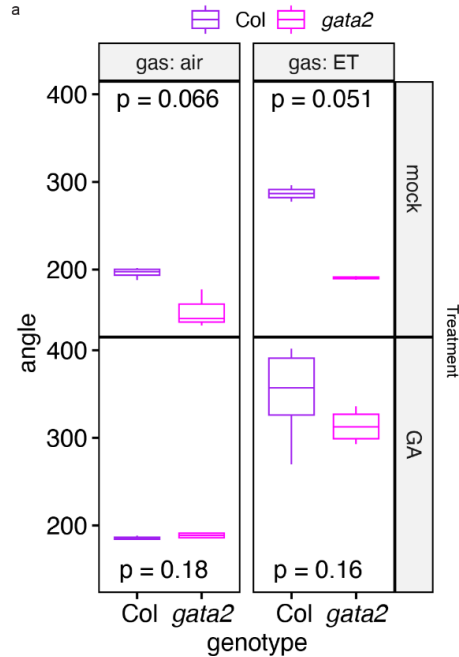

Extended Data Fig. 15. Exogenous GA treatment does not fully rescue the hyper exaggerated apical hook phenotype of seedlings with dual ethylene + GA treatment.

a, Quantitation of apical hook angle of Col and *gata2* mutants in air or ethylene-treated conditions, when grown on mock or PAC + GA treated media. Apical hook angle is displayed as box plots; the centre line indicates the median value, the box boundaries represent the 25th and 75th percentiles, and the whiskers extend to the minimum and maximum values within 1.5 times the interquartile range. p-values determined by unpaired t-test comparing the mutant to WT for each treatment combination is depicted. Apical hook angle was measured for n = 4 seedlings for all combinations of genotypes and treatments aside from *gata2* grown in mock air conditions (n = 3) and Col and *gata2* grown in mock ethylene conditions (n = 2).

Supplemental Data

Supplemental Table 1. Cluster markers identified from the integrated seedling dataset

Supplemental Table 2. Genes upregulated by ethylene treatment within individual seedling clusters

Supplemental Table 3. Genes downregulated by ethylene treatment within individual seedling clusters

Supplemental Table 4. Cluster markers identified from the re-clustered apical seedling dataset

Supplemental Table 5. Cluster markers identified from the multi-modal spatial integrated dataset

Supplemental Table 6. Cluster-specific peaks and enriched motifs identified from the multi-modal spatial integrated dataset

Supplemental Table 7. Subcluster-specific markers and enriched motifs within accessible chromatin regions identified from the apical hypocotyl cell re-clustering (cluster 26)

Supplemental Table 8. Full and subset gene regulatory network

How the deposited data were processed for this re-analysis (not part of the article)

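The data are the deposited tables of decoded MERFISH transcripts of 14 regions from 3-day-old etiolated seedlings: 2 of Col-0 in air, 5 of Col-0 with ethylene and 7 of hls1 in air. The authors imaged 10 µm cryosections on a MERSCOPE instrument, and the instrument decoded each molecule with the codebook of a panel of 1000 barcodes. The deposited tables hold 1 entry per molecule, with its gene, its x and y position in µm and its imaging plane. Planes were joined in all tests. They hold no counts per cell. The cell segmentation and the integration with other data that the authors ran later are not in these tables and were not repeated here. Blank barcodes were left out of all totals and tests.

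Molecules were counted per gene and region, 3543852 panel molecules in all, and scaled to CPM over the panel molecules of each region. Tests across genes used limma 3.58.1 in R 4.3.3 on log2(CPM + 50), with 1 fit of all 14 regions, genes of at least 50 CPM on average, Benjamini-Hochberg adjustment and an adjusted p under 0.05. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. The shallowest region has 23203 panel molecules, so a gene at 50 CPM is read there from about 1 molecule. In the deepest region 1 molecule is 1.12 CPM. Scaling to totals is relative: the median log2 fold change of all tested genes was 0.12 in hls1 and -0.31 with ethylene.

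Sharing of bins used bins of 25 µm with at least 10 panel molecules. The expected pairs keep the total of each bin and the share of each gene in the region. A value of 0.5 pair was added to observed and expected pairs, and a region needed at least 1 expected pair. Pairs of a gene with itself were taken out where 2 lists have a gene in common, and a gene was left out of a list that it was tested against. AT5G15230 was left out of both c4 and c10. These rules were set before the pair values were seen. The bins of all regions were also clustered by k-means into 12 clusters.

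Midlines were drawn by hand on maps of all molecules before the positions of any gene were mapped, but after the totals of CRF2, AT5G27120, BBM and HDG12 per region had been seen. They were recorded after the pair values had been computed. Pieces whose course was ambiguous were skipped. The width to each side of the midline was 90 to 130 µm. For the pieces of hls1 regions 2 and 3 the width was first noted only roughly and was fixed at 110 µm when recorded. A value of 0.5 molecule was added per side, gene names were reshuffled 1000 times, and a position needed at least 5 molecules of the gene. A piece without a molecule of the gene gives no asymmetry. That rule was chosen after the values were seen. With such pieces counted as 0, as first done, BBM asymmetry was -0.07 ± 0.15 (SD, n = 5) in hls1 and 1.33 ± 0.08 (n = 2) in Col-0 air, with a difference of -1.40 (p = 0.0476, two-sided exact permutation test). There 4 of 5 hls1 pieces had no BBM molecule, so the value mainly reflects the count of BBM. HDG12 then had a difference of -0.23 (p = 0.81, exact permutation test), on 7 hls1 molecules in all.

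Single values were compared over regions with two-sided exact permutation tests, and means against 0 with exact sign-flip tests. Regions were taken as replicates, although the labels do not say which share a seedling. Genes were named by a rule: every gene of the panel that the paper names, HLS1 first, the 10 with the largest rise and the 10 with the largest fall past the threshold in each comparison, and up to 3 members with the lowest p of each list that holds a gene past the threshold. LHB1B1, LHCB2.3 and other members of lists named in the text were chosen after their values were seen. Values in the tables of the paper had been seen when the rule was set. Lists were the up to 15 leading genes of clusters in Supplementary Table 5, of which c0 and c25 have none on the panel, and pathway lists of ethylene, auxin, gibberellin and shoot meristem genes.

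The tests, groups and most alternatives were set before the data were examined: pseudocounts of 10 and 200 CPM, no filter and a filter of 200 CPM, median ratio scaling, totals without the 10 most abundant genes, limma voom, the section as replicate block, section 2 alone, molecules of kept bins alone, bins of 10 and 50 µm, at least 5 or 20 molecules per bin, 8 and 20 clusters, the part of the axis nearest the apex, and each region left out. Leaving out regions under 30000 molecules, dropping the minimum of expected pairs, moving the midline by 20 µm, thinning CRF2 and the rule for pieces without molecules were added after the data were seen.

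The methods were tested on simulated data. In 20 draws with no change limma called 0.1 genes per draw in hls1 and 0.05 with ethylene. With 200 changed genes that left the total level, 3.00% of calls in hls1 and 3.56% with ethylene were false, and 72.9% and 68.8% of genes with a log2 change of 2 were found. With changes of random sign, which shift the total, 25.0% and 20.7% of calls were false. True side ratios of 0, 1 and 2 on the log2 scale were read as -0.05, 1.04 and 1.99 over 200 runs. The side asymmetry compared with hls1, which subtracts the reshuffled mean, was 0.01, 0.75 and 1.73 there, so it understates a true ratio. It was not simulated at counts as low as the 3 to 37 CRF2 molecules of the hls1 pieces. A true sharing of bins of 0.32 was read as 0.31 and one of -0.42 as -0.42 over 20 runs.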

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

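The tests of LHB1B1 were chosen only after the result was seen.

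Of 44 tests for a single region far from its group, 2 passed, about what 1 in 20 gives by chance. HLS1 in ethylene region 2 was far below the other ethylene regions, with a gap of 0.745 of the range (log2 level 7.41 against 13.60 ± 0.75, SD, n = 4). This region is below every hls1 region too and was kept under its label. Without it, 161 genes were called with ethylene and all 73 pairs kept their sign. PEL3 in ethylene region 4 was far above them, with a gap of 0.724 (10.93 against 8.90 ± 0.27, n = 4).

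Among the genes past the threshold, 53 in hls1 and 157 with ethylene are not among the 23 genes listed here as named in its text or figures. Its supplementary tables hold some of them, such as REM1 and TT4.

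LHB1B1, a light-harvesting chlorophyll a/b protein, was at 61229 ± 38928 CPM (SD, n = 7) in hls1 and 3904 ± 1117 CPM (n = 2) in Col-0 air, and was not past the threshold (log2 3.28, adjusted p = 0.161 from limma). A larger share of mesophyll stays open: the mesophyll list c1 had a median log2 fold change of -1.52, but it holds HLS1 itself, and the light-harvesting gene LHCB2.3 was not lower (0.49). The other hls1 experiment as a batch stays open for the mean of all regions: the section 2 regions alone were 3.00 above Col-0 air on the log2 scale (SD 3.11), with hls1 region 1 at 1207 CPM. For the high level within section 2 it is argued against, since the median there was 4.30 above Col-0 air and 3 of 4 regions lie above the highest of that experiment (54228 CPM). The genotype, as the biological explanation, stays open and untested.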

How the results depend on the processing

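Leaving out regions under 30000 molecules and the minimum of expected pairs, and moving the midline, are tests chosen only after the result was seen. Over all alternatives, 189 values of the leading results kept their direction and side of the threshold, 7 reversed, 7 were weaker, 2 stronger and 16 moved. For single genes and pairs 2198 kept them, 58 reversed, 200 were weaker, 43 stronger and 2 moved. The shallowest region reads a gene of 50 CPM from about 1 molecule.

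The 54 genes called in hls1 became 122 with limma voom, 31 with section as replicate block, 1 in section 2 alone, where Col-0 air has 1 region, and 101 without regions under 30000 molecules. Leaving out 1 region gave 4 to 78, with 4 without Col-0 air 1 and 24 without Col-0 air 2. Calls were 57.4% higher, against 68.8% with median ratio scaling, which moves the median of all genes to 0.24, and 66.1% without the 10 most abundant genes, which moves it to 0.22. The share was 48.5% at a pseudocount of 200 CPM and 47.7% with a filter of 200 CPM. The 158 genes called with ethylene became 30 in section 2 alone and 41 to 182 with 1 region left out, with 41 without Col-0 air 1 and 90 without Col-0 air 2. With the replicate block 134 were called. The causes were not tested beyond the fewer regions.

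The CRF2 level difference of -0.81 in hls1 was -0.68 with median ratio scaling (p = 0.111, exact permutation test), -0.71 without the 10 most abundant genes (p = 0.0833), -1.04 in section 2 alone (no test) and -1.04 to -0.57 with 1 region left out. AT5G27120 was -0.62 to -0.05. Patchiness differences over leave-outs were 0.67 to 1.19 for CRF2, 1.33 to 1.97 for AT5G27120, -0.44 to -0.39 for BBM and -0.0836 to 0.94 for HDG12. BBM patchiness turned to 0.00767 in 50 µm bins and was -2.67 with no minimum of expected pairs (p = 0.0278, exact permutation test), where the added 0.5 pair pulls sparse regions to 0. HDG12 patchiness was -0.19 in 10 µm bins. List differences were 0.51 to 1.03 for CRF2 and 0.86 to 1.27 for AT5G27120, and BBM with HDG12 was -3.35 to -2.59. Asymmetry differences were -1.24 to -0.43 for CRF2, -0.90 to -0.34 for AT5G27120, which was -0.0627 with the midline moved left, and -1.01 to 0.23 for HDG12, which was 0.0730 in the part of the axis nearest the apex and 0.36 with the midline moved left. With 1 region left out the pairs past the threshold were 0 to 0, since 6 regions cannot reach it after adjustment, while all 73 kept their sign. Some leave-outs of BBM gave no value, with too few hls1 regions.

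Signs turned for genes and pairs that had not passed, except in 10 µm bins, where 70 of 73 pairs past the threshold kept theirs and EIR1 with c4, XTH7 with c2 and c14 with c28 (0.00677) did not. The causes were not tested. In hls1 with the replicate block: AIL6 -0.10, EIR1 0.31. With ethylene in section 2 alone: GH9B8 -0.44, ANT -0.11, AT5G27120 0.20. With ethylene without regions under 30000 molecules: GH9B8 -0.21, HLS1 1.12, XTH7 0.00514, BBM -0.0146. With ethylene HLS1 was 0.0379 at a pseudocount of 200 CPM, 0.16 with voom and 0.00671 in kept bins, and AT5G27120 0.0320 with median ratio scaling and 0.0227 in kept bins. In 10 µm bins: ARF18 with c10 -0.36, GH9B8 with c14 0.33, EIR1 with c4 0.00965, c2 1.52 and c14 0.54, XTH7 with c2 0.0111 and c7 0.49, AT4G13210 with c4 0.0703. In 50 µm bins: GH9B8 with c2 -0.29, LACS2 with c2 -0.15 and c7 -0.26, AT4G13210 with c14 -0.29, UGT85A1 with PEL3 -0.56 and ANT 0.00606. With at least 20 molecules per bin: ARF18 with c10 -0.0615, EIR1 with c2 0.22, PEL3 with UGT85A1 -0.0125. With at least 5: ANT with UGT85A1 0.00481. With no minimum of expected pairs: PEL3 with UGT85A1 -0.0866.

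With 1 region left out, signs turned within these ranges. In hls1: PEL3 -0.65 to 0.28. With ethylene: HDG12 -0.75 to 0.21, UGT85A1 -0.0632 to 0.45, GH9B8 -0.35 to 0.65, HLS1 -0.60 to 1.12, ANT -0.20 to 0.60, XTH7 -0.62 to 0.00514, BBM -0.0146 to 0.76, AT5G27120 -0.33 to 0.17. For pairs: AT1G72290 with c10 -0.0286 to 0.15, ARF18 with dividing c10, Col-0 regions, -0.0700 to 0.0934, EIR1 with c2 -0.21 to 0.16, AT4G13210 with c14 -0.0795 to 0.12, UGT85A1 with c26 -0.20 to 0.10.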

Differences from the paper's values

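Of the tests below, only some alternatives of the asymmetry test, such as moved midlines, were chosen only after the result was seen, although midlines were drawn after the totals of 4 genes were known.

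The paper states that CRF2 and AT5G27120 are less expressed in hls1 and lose their asymmetry there. CRF2 was lower, by 0.81 on the log2 scale (p = 0.0278, two-sided exact permutation test), while the mesophyll list c1 that holds it had a median of -1.52. It did not pass in limma (adjusted p = 0.21) or in that exact permutation test with median ratio scaling (p = 0.111) or without the 10 most abundant genes (p = 0.0833). For its part, AT5G27120 was not past the exact permutation test (-0.37, p = 0.889), with 0.75 as the lowest p of the alternatives run. These levels are of whole imaged regions, whereas the paper shows the apical hypocotyl region, and whether its images are among the 14 regions is unknown. The loss of asymmetry had p = 0.143 for each gene (exact permutation test), with the means in the direction the paper states, and passed under no alternative that kept all 7 regions. With fewer regions no p under 0.05 is possible. Asymmetry to either side counts here, and in 1 Col-0 air piece both genes lay toward the convex side (-1.17 and -1.37), against the paper's placement. The paper places both on the concave side. The share of CRF2 was larger there in 6 of 7 pieces, of which 2 are close to 0 (0.0308 and 0.00351), and that of AT5G27120 in 4 of 7.

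The paper places EIR1 in the basal cotyledon, XTH7 in the basal part of the hook and AT4G13210 in the straight hypocotyl, all in the epidermis. The traced hypocotyl pieces of Col-0 air held 475 EIR1 molecules. Its median position was 71.1 to 88.6% of the traced length, basal of the bend in each of 5 bent pieces. EIR1 was thus not restricted to the cotyledon in these regions. Its level in cotyledons is not known, since these were not traced. XTH7 lay apical of the bend in 6 of 7 pieces, but so did all panel molecules. It lay apart from the epidermis list c2 (-0.78), though not in 10 µm bins (0.0111), and neither with nor apart from the epidermis list c7, of which it is a member (-0.19, adjusted p = 0.543, exact sign-flip test, and 0.49 in 10 µm bins). Genes of c2 did not share bins with each other either (0.04), so these values do not speak against the epidermis. AT4G13210 lay basal of the bend in 2 of 7 pieces and at it in 1, and with c2 (0.89). The traced pieces cover only part of the straight hypocotyl.

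The text of the paper does not name ICU2, VIM1 or CYCA3;2, but Fig. 2d, read by eye, marks them on the concave side of 1 cross section. ICU2 had a mean of 0.17 toward it, but VIM1 (-0.63) and CYCA3;2 (-0.81) lay toward the convex side. The paper also ties cluster 10 to the concave and cluster 4 to the convex side, and the lists had -0.22 and 0.01. AT1G72290, convex in the text, was convex in 7 of 7 pieces, and ARF18, convex in Fig. 2d, in 5 of 7. Regions here were taken as replicates, and none of these sides can pass an exact sign-flip test with 4 regions.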

Other observations

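The test of genes seen at equal depth was chosen only after the result was seen.

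In hls1, 54 of 819 genes passed the threshold, 31 higher and 23 lower than in Col-0 air (limma). With section as replicate block 31 were called, of which only 25 are among the 54 in the same direction. The NAC factors NAC6 (1925 ± 920 CPM, SD, n = 7, against 123 ± 1.91, n = 2) and NAC102 (1911 ± 244 against 248 ± 146) rose, by 3.23 and 2.80 on the log2 scale (adjusted p = 0.0163 and 0.000758). So did AT4G13840 (2.99, adjusted p = 0.00292) and the asparagine synthetase ASN2 (2.40, adjusted p = 0.0111). REM1, a B3 domain protein, fell by 3.44 (299 ± 158 against 3488 ± 1426 CPM, adjusted p = 0.00925), the thiolase KAT5 by 3.24 (adjusted p = 0.00292) and UGT84A2 by 2.87 (adjusted p = 0.00145). ARF18 fell by 1.99 (adjusted p = 0.00292). Of the distal epidermis list c12, 4 of 8 genes fell and 6 when adjusted over the list alone. Of the adaxial epidermis list c15, 3 of 15 fell, with 7 lower and 2 higher over the list alone. Other epidermis lists went the other way: 2 of 5 genes of c7 rose, 3 over the list alone, and 1 of 5 of c2. Of the mesophyll list c1, 5 of 15 fell, GRF3 and XTH9 among them, and 8 over the list alone. Of the dividing cell list c10, 0 of 13 passed in limma, with 2 at an unadjusted p under 0.05, and 0 over the list alone. These lists were drawn from data that include these samples, so they are not independent evidence. The count was 4 without Col-0 air 1 and 24 without Col-0 air 2, and regions may share seedlings. Levels per region do not separate a change within cells from a change in which tissue was imaged, and this was not tested for the genes named here.

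With ethylene, 158 genes passed, 61 higher and 97 lower than in Col-0 air. The flavonoid enzymes TT4 (1370 ± 1176 CPM, n = 5, against 23942 ± 19794, n = 2) and FLS1 fell, with log2 fold changes of -4.22 and -4.64 (adjusted p = 0.00168 and 0.000885). The kinase MAPKKK13 fell by 4.38 (adjusted p = 0.000292) and the cochaperone Hop1 by 4.68 (adjusted p = 2.94e-06). AT3G12730 rose by 3.99 (11528 ± 2448 against 792 ± 631 CPM, adjusted p = 0.000134), the small heat shock gene HSP17.6II by 2.97 (adjusted p = 0.000498) and ANAC026 by 2.66 (adjusted p = 0.000292). Of the cortex list c4, 6 of 13 genes fell and 1 rose, with 7 and 1 over the list alone. This was not particular to c4: its median log2 fold change was -1.20, against -1.44 for the endodermis list c5 and -1.36 for the epidermis list c2. Among the cluster lists, medians were above 0 for c18 (0.45), c19 (0.47) and the 1 gene tested of c14 (0.39). The count was 41 without Col-0 air 1 and 90 without Col-0 air 2.

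CRF2 asymmetry was lower in the hls1 pieces, though not past the test, and low in the bent ethylene pieces as well. Placement of the midline is argued against: with every midline moved by 20 µm, the smaller difference between Col-0 air and hls1 was 0.92, above the SD of 0.49. Fewer CRF2 molecules in hls1 stay open, since Col-0 air pieces thinned to the hls1 number kept 0.37, above the bound of 0.198 but within the SD of 0.393. The genotype stays open too.

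Fewer panel genes were seen in ethylene regions than in Col-0 air regions. Depth is argued against, since at 23203 molecules each the difference was 81.1 genes (SD 27.8), and so is a few genes taking most molecules, with 80.2 (SD 27.5) when the 10 most abundant were left out. An imaging run or section stays open: the difference was 25.6 in section 1 and 103 in section 2, and the runs are not given. Section numbers may not be shared between groups. The area imaged was not separated either: ethylene regions 2 to 5 kept 207 to 571 bins, against 2325 and 4974 in Col-0 air. At equal depth they showed 691 to 724 genes, and ethylene region 1, with 2543 bins, 765, against 790 and 811 in Col-0 air. In hls1, region 1 with 416 bins showed 857. The ethylene treatment stays open as the biological explanation.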
